# Aging alters mechanisms underlying voluntary movements in spinal motor neurons of mice, primates, and humans

**DOI:** 10.1172/jci.insight.168448

**Published:** 2023-05-08

**Authors:** Ryan W. Castro, Mikayla C. Lopes, Robert E. Settlage, Gregorio Valdez

**Keywords:** Aging, Neuroscience, Movement disorders, Neurodegeneration, Neuromuscular disease

## Abstract

Spinal motor neurons have been implicated in the loss of motor function that occurs with advancing age. However, the cellular and molecular mechanisms that impair the function of these neurons during aging remain unknown. Here, we show that motor neurons do not die in old female and male mice, rhesus monkeys, and humans. Instead, these neurons selectively and progressively shed excitatory synaptic inputs throughout the soma and dendritic arbor during aging. Thus, aged motor neurons contain a motor circuitry with a reduced ratio of excitatory to inhibitory synapses that may be responsible for the diminished ability to activate motor neurons to commence movements. An examination of the motor neuron translatome (ribosomal transcripts) in male and female mice reveals genes and molecular pathways with roles in glia-mediated synaptic pruning, inflammation, axonal regeneration, and oxidative stress that are upregulated in aged motor neurons. Some of these genes and pathways are also found altered in motor neurons affected with amyotrophic lateral sclerosis (ALS) and responding to axotomy, demonstrating that aged motor neurons are under significant stress. Our findings show mechanisms altered in aged motor neurons that could serve as therapeutic targets to preserve motor function during aging.

## Introduction

The ability to command voluntary movements progressively erodes during normal aging, characterized by deficits in gait speed, balance, and control of fine motor skills (1–3). In this regard, spinal cord motor neurons have been extensively studied because they are essential for voluntary movement (4–6). Spinal motor neurons are the largest neurons in the spinal cord with expansive dendritic arbors and long axons that connect with skeletal muscle fibers. Within the spinal cord, motor neurons form tens of thousands of excitatory (glutamatergic and cholinergic) and inhibitory (GABAergic and glycinergic) synapses (7) along their dendritic arbor and soma. These synapses contain the information required to execute fine and complex motor commands (8) and are together referred to as the motor circuitry. Once activated, motor neurons drive muscle contraction by releasing neurotransmitters from their axon terminals at neuromuscular junctions (NMJs) (9). In addition to integrating and relaying all motor commands through neurotransmission, motor neurons release molecules such as neuregulin-1, z-agrin, and brain-derived neurotrophic factor that are essential for the formation and maintenance of motor synapses (10).

A number of deleterious changes in motor neurons, particularly in their axons, have been linked to age-related impairments of motor function. Motor axons have been shown to lose the ability to transmit motor signals from the spinal cord to the NMJ with high fidelity. This is due to impaired propagation of action potentials (11), aberrant discharge of acetylcholine at the NMJ (12), redistribution or complete loss of active zones at the presynapse (13), and degeneration of axon terminals (14–18). In stark contrast to these changes in motor axons, the status of aged motor neurons within the spinal cord, both at a cellular and molecular level, is much less clear. For instance, there are varied reports on the extent to which aging impacts the number and size of motor neurons (14, 17, 19–33). A possible explanation for these findings may be differences in methods of quantifying motor neuron loss, including the use of indirect methods, such as counting motor axons in the ventral root or sciatic nerve or labeling motor neurons with nonspecific markers. Regardless, the question of whether motor neurons degenerate prior to loss of motor function with aging remains debated. There is even less known about the impact of aging on the motor dendritic arbor and the synapses it forms with other neurons in the central and peripheral nervous systems. Additionally, the molecular composition of aging motor neurons has yet to be defined. These major gaps in knowledge must be filled to identify the mechanisms by which motor neurons contribute to age-related motor deficits.

In this study, we used complementary approaches to identify the cellular and molecular features of aging spinal motor neurons in mice of both sexes, rhesus monkeys, and humans. We used multiple labeling methods, including IHC, RNAscope, and transgenic labeling, to ascertain the fate of aging motor neurons. We show that neither the number nor size of motor neurons are significantly affected by aging. The dendritic arbor of motor neurons is also largely unchanged with age. However, aging results in the selective loss of excitatory synaptic inputs from the soma and dendritic arbor of motor neurons. We then profiled the translatome of motor neurons using ribosome-associated mRNA to identify molecular features that are altered by aging. We demonstrate that aged motor neurons differentially express genes with roles in synaptic plasticity, immune activation, axonal regeneration, and oxidative stress. This aging transcriptional signature is largely shared by male and female mice. Additionally, aging motor neurons recruit similar axonal regeneration pathways as axotomized and amyotrophic lateral sclerosis–affected (ALS-affected) motor neurons. These data provide the framework to target specific cellular sites and molecular pathways to stave off the deleterious effects of aging on motor neurons in different species and in both sexes.

## Results

### Motor neuron number and size do not significantly change during aging.

To ascertain the impact of aging on spinal motor neurons, we examined these neurons in aged male and female mice. We first measured the density of motor neuron soma in coronal sections of the lumbar spinal cord of 3 month and 22- to 24-month-old mice, an age at which motor function is in decline (34). We used multiple labeling techniques to ensure that motor neurons were specifically counted. Our techniques included IHC to identify large NeuN^+^ neuronal soma surrounded by vesicular acetylcholine transporter^+^ (VAChT^+^) synaptic puncta (Figure 1, A and B, and Supplemental Figure 1, E and F; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168448DS1) or choline transporter^+^ (ChT^+^) soma (Supplemental Figure 1, A and B) in the ventral horn; RNAscope to visualize choline acetyltransferase (*Chat*) mRNA^+^ soma (Supplemental Figure 1, C and D); and use of Chat-Cre;Ai14 mice, herein referred to as Chat-Cre;tdTomato mice, plus PACT-CLARITY tissue clearing to examine hundreds of tdTomato-labeled motor neurons (Figure 1, C and D). Using these complementary approaches, we found no difference in the density of motor neurons in the lumbar spinal cord in aged compared with young male (Figure 1E) or female (Supplemental Figure 1G) mice. We therefore conclude that loss of motor neurons is not a primary driver of age-related motor deficits in mice.

We then explored the possibility that motor neurons decrease in size with advancing age, as has been shown to occur during the progression of motor diseases (35). We measured the cross-sectional area (CSA) of motor neuron soma from young and aged mice using each of the labeling techniques described above. We found that the average motor neuron soma CSA was not significantly affected by age in female or male mice (Figure 1F and Supplemental Figure 1I). To gain additional insights, we examined the distribution of motor neuron CSA and volume from Chat-Cre;tdTomato mice, from which we imaged hundreds of motor neurons per animal. A cumulative frequency histogram showed a statistically significant shift toward smaller soma sizes in the aged group (Figure 1G). We also found a moderate but nonsignificant decrease in overall soma volume (Figure 1H). Additional analysis using a size histogram shows that the largest motor neurons are preferentially affected and, therefore, account for the size reduction in aged Chat-Cre;tdTomato mice (Supplemental Figure 1H). These findings show that, while the number of motor neurons remains unchanged in aged animals, the largest motor neuron subtypes, which are more susceptible to diseases (36), decrease in size.

### The dendritic tree does not degenerate in aged mice.

We next examined the effect of aging on the dendritic arbor, which is where most motor signals are relayed to motor neurons (37–40). For this, we traced the dendritic arbor of motor neurons expressing tdTomato in 500 μm–thick coronal sections of lumbar spinal cords of young and aged Chat-Cre;tdTomato mice cleared using PACT-CLARITY (41). This approach made it possible to trace tdTomato-labeled dendrites at an average distance of 458 μm from the soma (Supplemental Video 1). Sholl analyses of traced dendrites did not reveal overt signs of dendritic arbor degeneration in aged mice (Figure 2, A–F). This was corroborated by dendritic arbor convex hull area measurements, which showed the dendritic arbors of young and aged mice occupying a similar area (Figure 2, G and H). The dendritic diameter was also unchanged, except for the proximal region, in aged motor neurons (Figure 2I). Thus, aging has a limited effect on the morphology of the dendritic arbor of motor neurons in transgenic Chat-Cre;tdTomato mice.

### The motor circuitry selectively loses excitatory synapses during aging in mice.

We asked if the motor circuitry, the compilation of synapses on motor neurons, undergoes significant changes during aging. We examined all major classes of motor neuron synaptic inputs, including cholinergic, glutamatergic, GABAergic, and glycinergic synapses, on the soma and dendritic arbor (Figure 3, A–D, and Supplemental Figure 2, A–F). We used 50 μm–thick L1 lumbar spinal cord sections from young and aged Chat-Cre;tdTomato mice to examine synaptic inputs along the entire surface of the soma and over an average distance of 302 μm of the dendritic arbor (Supplemental Figure 2, G and H). This robust analysis showed that excitatory synapses decrease with increasing age while the number of inhibitory synapses within the motor circuitry remain unchanged. We found decreased numbers of excitatory vesicular glutamate transporter 1^+^ (VGluT1^+^) and VGluT2^+^ synaptic puncta on motor neuron soma (Figure 3E) and dendrites (Figure 3F) as early as 12 months of age. Interestingly, the size of the remaining VGluT1^+^ and VGluT2^+^ synapses is unchanged in aged mice (Supplemental Figure 2, I and J), suggesting that they are suddenly and completely removed. VAChT synaptic inputs trended toward a decreased number on the soma of motor neurons at 24 months of age (Figure 3E), in line with our published observation (24). We also found that VAChT synaptic inputs significantly and progressively decrease in size during aging (Supplemental Figure 2K). Additional analysis showed that the number of these 3 excitatory synaptic inputs decreased significantly or trended lower in the entire ventral horn of aged mice (Figure 3G). By contrast, the number and size of inhibitory glutamic acid decarboxylase 67 (Gad67) and glycine transporter 2 (GlyT2) synaptic inputs on the motor neuron soma (Figure 3H) and dendrites (Figure 3I), as well as throughout the ventral horn (Figure 3J), remain unchanged in aged mice (Supplemental Figure 2, L and M).

### Electron microscopy also reveals fewer synapses on the soma and dendrite of aged motor neurons.

To validate the light microscopy findings above and generate additional insights, we examined motor neurons and their synapses using serial block face scanning electron microscopy (EM). This allowed us to perform a high-resolution analysis of age-related changes in synaptic inputs on the motor neuron soma and proximal dendrites. At 4 months of age, approximately 60% of the surface of motor neurons was covered by presynaptic boutons (Figure 4, A and C). However, this coverage was reduced to approximately 25% at 28 months (Figure 4, B and C). Likewise, aging reduced the synaptic coverage of proximal dendrites from nearly 60% at 4 months to approximately 40% at 28 months (Figure 4D). The loss of coverage is influenced by an apparent reduction in both the density and the sizes of synaptic boutons (Figure 4, E and F). EM revealed subcellular features at remaining aged synaptic inputs, suggestive of progressive degeneration and dysfunction that include morphological changes and improper apposition with the motor neuron soma (Figure 4, E and F).

### Aging reduces glutamatergic synaptic clustering along the dendritic arbor.

The spatial organization of synaptic inputs has been proposed to be important for modulating the function of motor neurons as well as other neurons. Recent findings suggest that alterations to this spatial organization likely occur during periods of synaptic plasticity or neuronal stress. For instance, VGluT1^+^ synaptic input clustering along the dendrites of motor neurons is disrupted following axotomy, with the number of these inputs within 5 μm of their nearest neighbor decreasing significantly in axotomized compared with uninjured motor neurons (42). We thus asked if aging affects the spatial organization of motor synapses in mice. We used the previously defined criteria of quantifying nearest neighbor distances of synapses of the same type and comparing the percentage of dendritic synapses that are within a 5 μm nearest neighbor distance along the dendrite (42). We found VAChT^+^, VGluT1^+^, VGluT2^+^, GlyT2^+^, and Gad67^+^ synapses clustered along the dendrites of young adult motor neurons. In aged motor neurons, we found that the number of closely opposed VGluT1 (Figure 5, A–C) and VGluT2 (Supplemental Figure 3, A–C) synapses decreased. The number of VAChT clusters remained unchanged (Supplemental Figure 3, D–F), while GlyT2 clusters increased (Supplemental Figure 3, G–I) and Gad67 clusters were unchanged (Figure 5, D–F) in aged mice. Thus, aging negatively affected glutamatergic synapses in 2 ways. It decreased the total number as well as their clustering. In contrast, aging increased the number of inhibitory synapse clusters without altering the total number of these synapses.

### In rhesus monkeys and humans, excitatory motor synapses are also lost in old age.

We then asked if motor neurons and the motor circuitry undergo similar changes in aging rhesus monkeys (Supplemental Figure 4, A and B). We examined the density, soma size, and dendrite width of motor neurons in the cervical spinal cords of young (6–11 years) and aged (28 years) rhesus monkeys. We found that there was no age-related change in any of these metrics (Supplemental Figure 4, C–E). We also examined the number and distribution of excitatory VGluT1^+^ and inhibitory Gad67^+^ synaptic inputs along the soma and proximal dendrites of motor neurons. Immunostaining revealed a trend toward a decrease in somatic and dendritic VGluT1^+^ synaptic inputs in aged motor neurons (Supplemental Figure 4F). As in mice, the density of Gad67^+^ synaptic inputs remained unchanged in aged rhesus monkey motor neurons (Supplemental Figure 4H). Analyses of synapses in the ventral horn showed the same trend (Supplemental Figure 4, G and I). These findings support published work from our lab (24) and findings above in mice that only excitatory synaptic inputs decrease with advancing age in both mice and rhesus monkeys.

Importantly, we assessed the impact of aging on motor neurons and their excitatory synaptic inputs in young adult (23–26 years) and elderly (75–76 years) cervical spinal cords of humans. We examined motor neuron density (Figure 6A) and size (Figure 6B) and found no age-related changes. We also examined VGluT1^+^ (Figure 6, C–F) and vesicular GABA transporter (VGAT) inhibitory (Figure 6, C, D, G, and H) synaptic inputs in motor neurons. We observed a trend toward fewer VGluT1^+^ synaptic inputs and no change in VGAT^+^ inputs on the soma of motor neurons (Figure 6C) and throughout the ventral horn (Figure 6D) of aged human spinal cords. Overall, these analyses in mice, rhesus monkeys, and humans show that the number of excitatory synaptic inputs on motor neurons decreases while inhibitory synaptic inputs remain unchanged during aging.

### Identification of molecular features of aging motor neurons.

The molecular profile of aged spinal motor neurons has not been defined, to date. This information may be critical to prevent synaptic loss and other age-related changes in the motor system. To interrogate the molecular composition of aging motor neurons, we used RiboTag mice to specifically isolate midtranslation mRNA from motor neurons. RiboTag mice conditionally express hemagglutinin-tagged ribosomal protein L22 (HA-Rpl22) (43) (Figure 7A). We crossed this line with Chat-Cre mice to generate Chat-Cre;RiboTag mice. These mice were used to immunoprecipitate HA-Rpl22 ribosomes from Chat^+^ cholinergic neurons, of which motor neurons comprise a significant proportion, in the spinal cord. We confirmed presence of HA-Rpl22 protein in the spinal cord of Chat-Cre;RiboTag mice with an anti-HA immunoblot of immunoprecipitated ribosomes (Figure 7B; see complete unedited blots in the supplemental material). Importantly, we validated that isolated HA-Rpl22 ribosomes contain high levels of the motor neuron–specific transcripts Homeobox HB9 (*Hb9*) (44) and *Chat* (45) but lack transcripts for glial fibrillary acidic protein (*Gfap*), an astrocytic marker (46) (Figure 7C).

We then profiled the translatome — all the mRNAs associated with ribosomes and, hence, in the process of being translated — of aging motor neurons from male and female Chat-Cre;RiboTag mice using RNA-Seq. 

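RNA bound to immunoprecipitated HA-Rpl22 ribosomes was sequenced from 3 libraries of 3-month-old males, 4 of 3-month-old females, 4 of 12-month-old males, 5 of 12-month-old females, 5 of 18-month-old males, 5 of 18-month-old females and 5 of 24-month-old males, which are the numbers of replicates the paper's methods give. A single library of a 24-month-old female, a group the paper does not list, was left out of every test. The authors trimmed the reads with ea-utils and Btrim, aligned them with HiSat2 to the mouse genome (GRCm38) and counted them per gene with HTSeq. The values used here are these deposited counts, without normalization, which are listed by Ensembl gene identifier. The paper's text does not say whether the counting used strand, so a gene that overlaps another on either strand is uncertain. Total counts per library ranged from 14366779 to 30959661, with a median of 23284967 over the 31 libraries. In males they ranged from 23288612 to 27359621 at 3 months (median 25516965), from 14593523 to 30959661 at 12 months (median 26023601.5), from 16873517 to 25079830 at 18 months (median 22365778) and from 16201050 to 26908617 at 24 months (median 22668039). In females they ranged from 15182141 to 17995911 at 3 months (median 16708480.5), from 14366779 to 26229439 at 12 months (median 25035587) and from 14510780 to 29547303 at 18 months (median 15694186). The totals fell into 2 ranges with no library between 17995911 and 22365778, with 13 libraries in the lower range and 18 in the higher range. All 3-month-old males were in the higher range and all 3-month-old females in the lower range, so that at 3 months sex and library total cannot be told apart. Every other group held libraries of both ranges, and comparisons were repeated within a range where each group had at least 2 libraries. No library duplicated another of its group: over 55 pairs of libraries, the mean chi-square statistic per gene was between 7.03 and 207. Counts were normalized with edgeR's TMM method and compared with edgeR's two-sided quasi-likelihood test in 1 model of the 7 groups, over the 17481 genes with a mean count of at least 5, after the paper's minimum read count. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called DEGs. Normalized counts are given as mean ± SD between libraries, and log2 fold changes with the standard error of the fit. Coordinates are those of the GENCODE M21 annotation of GRCm38.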

We identified differentially expressed genes (DEGs) in aging motor neurons using a minimum read count of 5 and a *P* value of less than 0.05. 

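Motor neurons of 12-, 18- and 24-month-old males were each compared with those of 3-month-old males over 17481 genes. At 12 months no gene was a DEG, and 1089 genes had an unadjusted p under 0.05. At 18 months there were 6 DEGs, 3 of them higher and 3 lower, and 1189 genes with an unadjusted p under 0.05. At 24 months there were 34 DEGs and 1551 genes with an unadjusted p under 0.05. The DEGs Pcdhb3 and Adamtsl5 were shared by the 18- and 24-month comparisons, and all 6 DEGs of 18 months changed in the same direction at 24 months. Normalized counts did not overlap between the groups for 1492 genes at 12 months, where chance gives 5.71% of genes, for 1084 genes at 18 months and for 1959 genes at 24 months, where chance gives 3.57%. Of the alternatives tried, limma voom with sample quality weights moved these counts most, to 319 genes (male 12 vs 3 months), 458 genes (male 18 vs 3 months) and 1601 genes (male 24 vs 3 months). The 24-month count fell to 5 DEGs without 3-month male replicate 3, and the 18-month count to 0. Among the libraries in the higher range of totals (3 of each age), there were no DEGs at 12 months (1023 genes with an unadjusted p under 0.05), 1 at 18 months (Tagln2) and none at 24 months (1845 genes with an unadjusted p under 0.05), and all 34 DEGs of the 24-month comparison kept their direction.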

In males, this analysis revealed a progressive age-related shift in the motor neuron translatome with the greatest proportion of DEGs found in 24-month-old compared with 3-month-old motor neurons (Figure 7, D and E). 

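In 24-month-old males, 27 DEGs were higher and 7 lower than at 3 months, so that 79.4% of the DEGs were higher. Under limma voom with sample quality weights the share of higher genes, male 24 vs 3 months, was 56.2%. With edgeR it lay between 60.0% (without 3-month male replicate 1) and 86.7% (without 24-month male replicate 3) when each library was left out in turn. Cdkn2a, which encodes cyclin-dependent kinase inhibitors and lies on chromosome 4 of GRCm38 from 89274471 to 89294653, had a normalized count of 442 ± 185 (SD, n = 5) at 24 months and 26.3 ± 6.24 (SD, n = 3) at 3 months, a log2 fold change of 4.07 (SE 0.81, adjusted p = 0.0239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was a DEG in 5 of the 8 fits that each left out one library and was lost with the replicate number as a block. Cyp1b1, which encodes a cytochrome P450 and lies on chromosome 17 from 79701537 to 79715061, rose from 18.8 ± 5.09 to 159 ± 96.9 (log2 fold change 3.06, SE 0.60, edgeR's adjusted p = 0.0206) and was a DEG in 4 of those 8 fits, but not with the replicate block or with only the groups compared in the model. Among the lower genes, Sox12, a transcription factor gene on chromosome 2 from 152393611 to 152398063, had 177 ± 33.3 normalized counts at 24 months and 362 ± 25.3 at 3 months (log2 fold change -1.03, SE 0.19, edgeR's adjusted p = 0.0112). It was a DEG in 6 of the 8 fits. For each of these 3 genes, every 24-month-old male lay outside the range of the 3-month-old males.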

Upregulated genes comprised the majority of DEGs in 24-month-old motor neurons (133 of 142), as compared with motor neurons 3 months of age (Supplemental Figure 5). 

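Htr1b (Ensembl ENSMUSG00000049511) lies on the minus strand of chromosome 9 of GRCm38 from 81628291 to 81633828, where it overlaps D430036J16Rik, a gene whose reads the counting could share. Its normalized count was 174 ± 19.7 (SD, n = 3) in 3-month-old males, 100.0 ± 28.9 (n = 4) at 12 months, between 78.3 and 104 (n = 5) at 18 months and 61.0 ± 11.4 (n = 5) at 24 months. The log2 fold change against 3 months was -0.80 at 12 months (SE 0.22, adjusted p = 0.678), -0.91 at 18 months (SE 0.21, adjusted p = 0.212) and -1.51 at 24 months (SE 0.21, adjusted p = 0.000846), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every library of 12, 18 and 24 months lay below every library of 3 months, whereas the 24- and 12-month libraries overlapped. The 24-month change passed the threshold under each of the 10 alternatives tried and in all 8 fits that each left out one library. Within the higher range of totals the log2 fold change was -1.42 (SE 0.17, 3 libraries of each age, edgeR's adjusted p = 0.0548).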

Among the downregulated DEGs in this age group (Supplemental Table 1) is *Htr1b*, which encodes the 1B serotonin receptor. Deletion of this gene in mice accelerates age-related loss of motor function (47). Other downregulated genes include *Ppp1r1c*, which has recently been shown to be a marker of α-motor neurons (48), and *Sfrp1*, which encodes a secreted protein that modulates microglial activation (49).

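Ppp1r1c, a regulatory inhibitor subunit gene of protein phosphatase 1 on chromosome 2 of GRCm38 from 79707780 to 79818496, had 159 ± 16.3 normalized counts (SD, n = 3) in 3-month-old and 80.8 ± 27.5 (SD, n = 5) in 24-month-old males, with no overlap between the ages. Its log2 fold change was -0.98 (SE 0.21, edgeR's adjusted p = 0.0446). It was a DEG in 1 of the 8 fits that each left out one library, and was lost under 4 alternatives (no filter on low counts, only the groups compared, the replicate block and transcript length offsets). The highest 24-month library (replicate 2, 129) stood apart from the other 4, which lay between 62.4 and 76.3. Sfrp1, on chromosome 8 from 23411502 to 23449632, had 416 ± 4.95 normalized counts at 3 months, 209.7 ± 37.9 at 18 months and 263 ± 44.1 at 24 months. It was a DEG at 18 months (log2 fold change -0.99, SE 0.17, edgeR's adjusted p = 0.0103) but not at 24 months (log2 fold change -0.66, SE 0.17, edgeR's adjusted p = 0.104), although all 5 libraries of each age lay below the 3-month libraries. With the DESeq2 Wald test, limma voom with sample quality weights or transcript length offsets, Sfrp1 also passed the threshold at 24 months.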

Ingenuity Pathway Analysis (IPA) of DEGs in 18- and 24-month-old motor neurons, as compared with motor neurons 3 months of age, revealed signaling pathways with roles in synaptic reorganization and plasticity (Figure 7F) — including IL-linked kinase (ILK) (50), WNT/β-catenin (51, 52), and complement (53, 54) — increased in the aged motor neuron translatome. 

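The pathway scores of IPA rest on its own gene annotation and are not recomputed here. The complement pathway was examined with a list of 33 complement genes (components, regulators and receptors), written before the data were examined, of which 26 had a mean count of at least 5 and 3 (C1qa, C1qb and C1qc) are also in the list of microglial genes. At 18 months, 23 of the 26 genes were higher and 3 lower than in 3-month-old males, with a median log2 fold change of 0.77. At 24 months, 21 were higher and 5 lower, with a median of 0.59. With 1 gene at or under 3 counts in every 3-month library set to its lower bound, the 18-month median was 0.71 and the 24-month median was unchanged. The competitive test camera, with a preset correlation between genes of 0.01, gave an adjusted p of 8.12e-08 at 18 months and 8.32e-07 at 24 months (limma, adjusted over 12 list tests). With the correlation estimated from the list, camera gave an adjusted p of 0.0448 at 18 months and 0.0625 at 24 months, and the self-contained test fry gave 0.0495 at both ages. Adjusted over 156 tests of all lists, these 2 tests gave values between 0.177 and 0.260 at the 2 ages. No complement gene was a DEG over all genes tested at either age. Adjusted over the list alone, 2 genes passed the threshold at 18 months and 11 at 24 months. Within groups, the count of the complement gene C1qa rose and fell with microglial genes outside the list (Spearman's rho = 0.910, Pearson's r = 0.957, 31 libraries, permutation p = 1e-04, the smallest the permutations can give, and 0.00025 adjusted over 5 relations). Without the 2 libraries farthest from the median, r was 0.935.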

IPA also suggests that aged motor neurons reduce expression of inflammatory genes but become prone to interactions with immune cells and to activating cell movement pathways, possibly in an attempt to regenerate their axonal terminals at NMJs (22) (Figure 7G). Among DEGs in aging motor neurons, a number have been previously shown to promote motor neuron axonal regeneration following axotomy or in ALS mouse models. These genes include *Atf3* (55), *Sprr1a* (56), and *Npy* (57) (Figure 7H). Additionally, IPA shows that predicted upstream regulators of the aging motor neuron translatome include cytokines, such as *Il33*, *Tnf*, and *Cxcl12*, the transcriptional regulators *Stat1* and *Nfkb*, and *Tgfb* (Figure 7I). Furthermore, we compared DEGs in 24- versus 3-month-old motor neurons with published data sets of transcriptional changes in axotomized and ALS-afflicted motor neurons (58). 

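Atf3, on chromosome 1 of GRCm38 from 191170296 to 191218039, had 27.1 ± 7.09 normalized counts (SD, n = 3) in 3-month-old males, 95.3 ± 80.7 (n = 4) at 12 months, 91.7 ± 33.4 (n = 5) at 18 months and 554 ± 339 (n = 5) at 24 months. It was a DEG at 24 months (log2 fold change 4.34, SE 0.92, adjusted p = 0.0374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and not at 12 months (log2 fold change 1.83, SE 0.87, edgeR's adjusted p = 0.795) or 18 months (log2 fold change 1.75, SE 0.85, edgeR's adjusted p = 0.734). Its 24-month call was kept in 2 of the 8 fits that each left out one library, and was lost with the replicate number as a block and with the library total as a term. Sprr1a, on chromosome 3 from 92483952 to 92485895, rose from 24.8 ± 5.27 at 3 months to 708 ± 397 at 24 months (log2 fold change 4.83, SE 1.37, edgeR's adjusted p = 0.176). Npy, on chromosome 6 from 49822710 to 49829507, rose from 15.6 ± 3.96 to 312 ± 237 (log2 fold change 4.30, SE 1.23, edgeR's adjusted p = 0.176). For all 3 genes, each of the 5 libraries of 24 months lay above all 3 libraries of 3 months, with SDs at 24 months that exceeded the 3-month means. The 12-month means leaned on replicate 2. Without it they fell from 95.3 to 57.9 for Atf3, from 115 to 50.6 for Sprr1a and from 111 to 72.4 for Npy. The other genes of Fig. 7H changed less. Socs3 had a log2 fold change of 1.29 at 24 months (SE 0.39, edgeR's adjusted p = 0.203) and 0.67 at 18 months. Stat3, which overlaps Stat5a, had a log2 fold change of 0.40 at 24 months (SE 0.12, edgeR's adjusted p = 0.183). As a list, the 5 genes had a median log2 fold change of 1.83 at 12 months, 1.75 at 18 months and 4.30 at 24 months, with 4, 5 and 5 of 5 genes higher. The adjusted p of limma's camera was 0.0270, 0.000268 and 1.90e-10. At 12 months the list did not hold under fry (0.189) or an estimated correlation (0.178), and at 18 and 24 months it held under both. Over 156 tests of all lists, it held under fry and an estimated correlation at 24 months (0.00168 and 0.00491). At 18 months it did not (0.151 and 0.159). Adjusted over the list alone, 5 genes passed at 24 months and none at 12 or 18 months. The paper chose these genes on the same libraries, so that this is not independent evidence. Among libraries in the higher range of totals (3 of each age), the log2 fold changes at 24 months were 3.95 for Atf3, 4.62 for Sprr1a, 4.34 for Npy, 0.94 for Socs3 and 0.30 for Stat3.

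**Figure D1:**
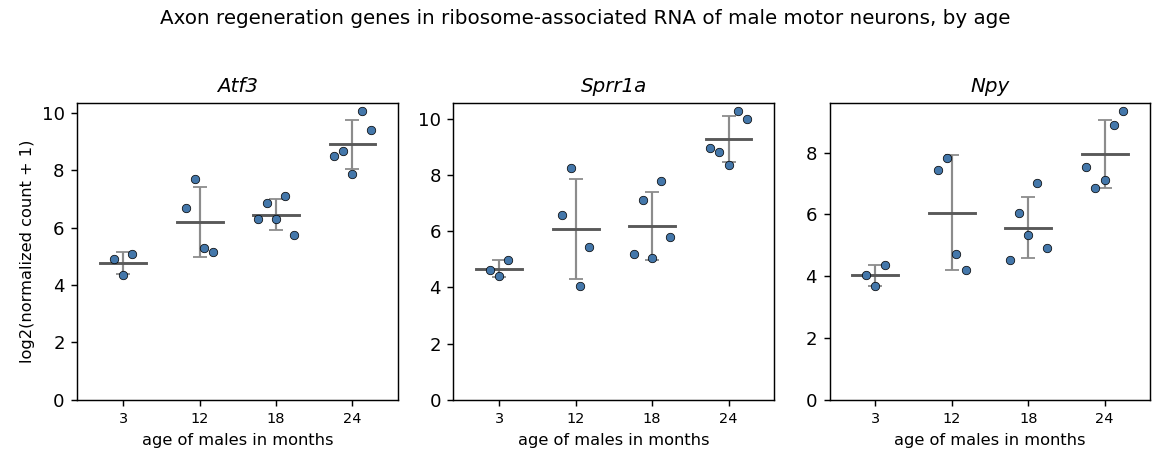
Normalized counts of Atf3, Sprr1a and Npy, as log2 of the count plus 1 (vertical axis), in males of 3, 12, 18 and 24 months (horizontal axis). Each point is a library, the line marks the mean and the bars the SD, and the 24-month libraries of each gene lie above the 3-month libraries.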

We found DEGs that are unique to each group, including 102 genes uniquely upregulated in aged motor neurons. We also found a number of genes that are shared between conditions and found 7 shared among all 3 conditions (Figure 7J), including *C1qa*, *Cd63*, *Npy*, *Serpinb1a*, *Sprr1a*, *Tyrobp*, and *Vim*. 

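All 7 genes were higher in 24- than in 3-month-old males, with a median log2 fold change of 3.57. C1qa, which encodes the A chain of complement C1q and lies on chromosome 4 of GRCm38 from 136895917 to 136898803, had 44.7 ± 3.98 normalized counts (SD, n = 3) at 3 months and 537 ± 755 (SD, n = 5) at 24 months (log2 fold change 3.59, edgeR's adjusted p = 0.246). One 24-month library, replicate 1, held 1887, and the other 4 lay between 149 and 235. Tyrobp rose from 6.32 ± 0.737 to 76.2 ± 107 (log2 fold change 3.57, SE 1.13, edgeR's adjusted p = 0.232). Replicate 1 of 24 months held 266 of Tyrobp and the other 4 between 18.0 and 43.4. Without this library the mean at 24 months was 28.6 for Tyrobp and 199.9 for C1qa, the log2 fold change of Tyrobp, male 24 vs 3 months, was 2.14, and the median of the 7 genes was also 2.14, with all 7 higher. The log2 fold changes of the other genes were 1.27 for Cd63 (SE 0.36), 1.94 for Serpinb1a (SE 0.57) and 1.90 for Vim (SE 0.54), with edgeR's adjusted p values of 0.176, 0.195 and 0.176. Over all genes tested none of the 7 was a DEG, and adjusted over the list alone all 7 passed the threshold, although the list was chosen by the paper on the same libraries. The DESeq2 Wald test called all 7. At 3 months Tyrobp held between 6 and 9 counts per library, so that its fold change rests on few reads.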

Many of the genes shared with one or both of these conditions are common neuronal stress-related genes, such as *Atf3* (59). We also utilized these data sets to compare canonical pathways that are unique and shared between conditions. This comparison revealed that GP6 signaling, a pathway implicated in schizophrenia (60), and TREM1 signaling, which is related to inflammation and glial activation (61), are uniquely activated in aged motor neurons (Figure 7K).

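A list of 57 genes of TREM1 signaling, written before the data were examined because the gene set of IPA is not in the paper, had 42 members with a mean count of at least 5. In 24-month-old males, 36 of the 42 genes were higher and 6 lower than at 3 months, with a median log2 fold change of 0.62, which did not change with 6 genes set to their lower bound against 3 counts. Limma's camera gave an adjusted p of 1.56e-13, and the call held under fry (adjusted p = 0.000992) and with an estimated correlation (adjusted p = 0.00401). Of the list, 3 genes (Ccl3, Tlr2 and Nlrc5, named after their values were seen) were DEGs over all genes tested and 12 passed adjusted over the list alone. The axotomized and SOD1 G93A motor neurons of the comparison come from another study and are not analysed here.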

To account for sex differences, we probed the translatome of female motor neurons in 3-, 12-, and 18-month-old Chat-Cre;RiboTag mice. 

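In females, the 12-month libraries (n = 5) and the 18-month libraries (n = 5) were each compared with the 3-month libraries (n = 4). At 12 months no gene was a DEG, and 1041 genes had an unadjusted p under 0.05. At 18 months 2 genes were DEGs and 1552 had an unadjusted p under 0.05. Dync1h1, which encodes the heavy chain of cytoplasmic dynein and lies on chromosome 12 of GRCm38 from 110601452 to 110666945, rose from 10772 ± 1285 normalized counts (SD, n = 4) to 18663 ± 4190.4 (SD, n = 5), a log2 fold change of 0.79 (SE 0.14, adjusted p = 0.0309 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Htr1b fell from 143 ± 18.3 to 60.6 ± 16.8 (log2 fold change -1.22, SE 0.20, edgeR's adjusted p = 0.0276). Of the 9 fits that each left out one library, 4 called Dync1h1 and 5 called Htr1b, and both calls were lost with only the groups compared in the model. Dync1h1 was also lost with the library total as a term and with transcript length offsets. In both genes the 18- and 3-month libraries did not overlap, as in 592 of 17481 genes, where chance gives 1.59%. The 18-month count moved most with limma voom and sample quality weights, to 1809 genes (female 18 vs 3 months), and when each library was left out in turn it was 0 in 4 of the 9 fits and rose to 13 without 18-month female replicate 1. All 3-month females were in the lower range of totals. Among the libraries of that range (3 of 18 months, 4 of 3 months) there were no DEGs (1114 genes with an unadjusted p under 0.05), and both genes kept their direction.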

Not surprisingly, the female motor neuron translatome was also altered by aging (Figure 8A and Supplemental Figure 6). We then compared the female data set with that from male mice up to 18 months of age. 

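Between males and females, 6 genes were DEGs at 3 months, 10 at 12 months and 8 at 18 months, while 729, 1382 and 887 genes had an unadjusted p under 0.05. Y-linked genes made up 5 of the DEGs at each age, which left 1 other DEG at 3 months (Edn3), 5 at 12 months (among them Edn3, Srd5a2, Eppin and Xist) and 3 at 18 months (Col1a1, Srd5a2 and Rtn4rl2). Apart from Xist and Col1a1, these were named after their values were seen. The DESeq2 Wald test called 8, 22 and 30 genes at the 3 ages. Limma voom with sample quality weights called 32 genes at 3 months and 20 at 18 months. At 18 months the number of DEGs rose to 20 without 18-month male replicate 2. Normalized counts did not overlap between the sexes for 1177 genes at 3 months, where chance gives 5.71%, for 316 genes at 12 months (chance 1.59%) and for 134 genes at 18 months (chance 0.794%). At 3 months the sexes also differed in library total, so that no comparison within a range could be made. Within the higher range there were 8 DEGs at 12 months (3 males, 4 females). At 18 months there were 10 DEGs within the lower range (2 males, 3 females) and 3 within the higher range (3 males, 2 females).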

We found that there are increasing numbers of DEGs between male and female motor neurons at older ages (Figure 8, B and C). As expected, Y-linked genes were exclusively expressed in males (Figure 8D). 

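Ddx3y, on chromosome Y of GRCm38 from 1260771 to 1286629, had 2042 ± 671 normalized counts (SD, n = 5) in 18-month-old males and 3.91 ± 2.12 (SD, n = 5) in females of that age (log2 fold change 9.09, SE 0.33, adjusted p = 9.64e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Female libraries of 3, 12 and 18 months held between 2 and 12 reads of Ddx3y, a gene with pseudogenes and an X-linked paralog from which reads can be misassigned. Eif2s3y, on chromosome Y from 1010543 to 1028847, had 556 ± 72.5 normalized counts in 18-month-old males and 1.53 ± 0.735 in females, and at 3 months, where no female library had more than 3 reads, it was at least 124-fold higher in males. Kdm5d had 154 ± 12.7 normalized counts in 18-month-old males and at most 2 reads in any female library of 3, 12 or 18 months, at least 35.8-fold higher in males at 18 months. Uty had 111 ± 32.8 normalized counts in males of that age and at most 1 read in a female library, at least 25.7-fold higher in males. These 4 genes were DEGs at 3, 12 and 18 months, and every male library lay above every female library. The X-linked transcript Xist, on chromosome X from 103460366 to 103483254, was lower in males at 12 months, where males had at most 2 reads per library and females 179 ± 115 normalized counts (SD, n = 5). It was at least 42.5-fold lower in males. Xist overlaps Tsix, which is transcribed from the other strand.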

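Col1a1, Col1a2, Col2a1, Col5a1, Col5a2 and Col11a1 were compared between 18-month-old males (n = 5) and females (n = 5). Col1a1, on chromosome 11 of GRCm38 from 94936224 to 94953042, had 1943 ± 2674 normalized counts (SD) in males and 15.3 ± 11.3 in females. The male libraries ranged from 5.14 to 5599, so that the spread between males was larger than their mean. It was the only collagen of the 6 that was a DEG over all genes tested (log2 fold change 7.09, SE 1.38, adjusted p = 0.0429 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was kept in 3 of the 10 fits that each left out one library and was lost with limma voom and sample quality weights, with the replicate number as a block and with only the groups compared in the model. Col1a2, on chromosome 6 from 4504814 to 4541544, had 3404 ± 4630.3 in males and 64.7 ± 49.2 in females (log2 fold change 5.71, SE 1.23, edgeR's adjusted p = 0.0824). The log2 fold changes of the others were 2.83 for Col2a1, 1.37 for Col5a1, 3.69 for Col5a2 and 2.45 for Col11a1, with edgeR's adjusted p between 0.199 and 0.682. As a list, the 6 collagens had a median log2 fold change of 3.26, with 6 of 6 higher in males (limma's camera, adjusted p = 1.42e-08 over 12 list tests). The call held with an estimated correlation (adjusted p = 0.0421) and under fry (adjusted p = 0.0495). Over 156 tests of all lists it held under neither (0.132 and 0.151). Adjusted over the list alone all 6 passed, but the paper chose the list on these libraries. Replicates 1 and 3 of the 18-month-old males, which are the male libraries of that age in the lower range of totals, had 4016 and 5599 normalized counts of Col1a1. The other 3 had at most 58.4. Within the lower range (2 males, 3 females) the log2 fold change of Col1a1 was 7.93 (SE 0.46, edgeR's adjusted p = 0.00504) and that of Col1a2 7.09. Within the higher range (3 males, 2 females) they were 1.83 (SE 0.97, edgeR's adjusted p = 0.673) and 0.03, so that the difference did not hold in that range.

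**Figure D2:**
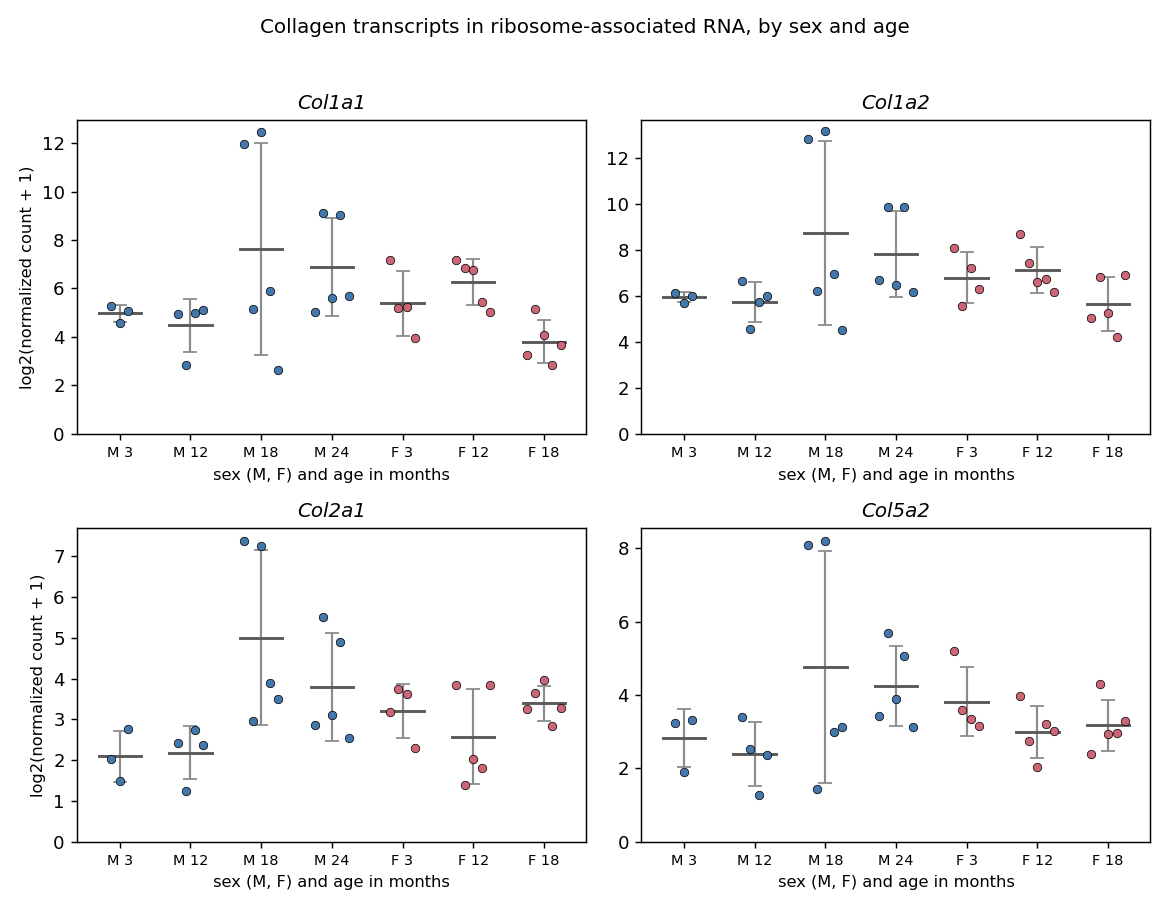
Normalized counts of Col1a1, Col1a2, Col2a1 and Col5a2, as log2 of the count plus 1 (vertical axis), in males of 3, 12, 18 and 24 months and females of 3, 12 and 18 months (horizontal axis). Each point is a library, the line marks the mean and the bars the SD, and replicates 1 and 3 of the 18-month-old males hold the highest counts of Col1a1, at 4016 and 5599.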

We also found several collagens enriched in males compared with females at 18 months of age (Figure 8E). However, several age-related DEGs were shared by both sexes, in both their magnitude and directionality (Figure 8F). 

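The 9 genes of Fig. 8F (Tagln2, Htr1b, Cdk2ap1, Vps18, Stat6, Skiv2l, Pcdhb3, Pcdhb10 and Adamtsl5) changed in the same direction in both sexes between 3 and 18 months, 6 of them higher and 3 lower. Tagln2, on chromosome 1 of GRCm38 from 172500047 to 172507380, fell from 858 ± 152 to 184 ± 98.6 normalized counts in males (log2 fold change -2.23, SE 0.36, adjusted p = 0.00751 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 857 ± 173 to 302 ± 95.6 in females (edgeR's adjusted p = 0.106). In 24-month-old males its log2 fold change was -0.55. Pcdhb3, on chromosome 18 from 37300799 to 37304585, had log2 fold changes of 1.04 in males (SE 0.17, edgeR's adjusted p = 0.00751) and 0.82 in females (SE 0.15, edgeR's adjusted p = 0.0530). Pcdhb10 and Adamtsl5 were DEGs in males too, with log2 fold changes of 0.94 and 0.91, against 0.68 and 0.79 in females. Of the 8 fits that each left out one library, 6 called Pcdhb10 and 1 called Adamtsl5, and both calls were lost with no filter on low counts and with the replicate number as a block. With only the groups compared in the model, these and the calls of Tagln2 and Pcdhb3 were lost. The protocadherin genes belong to a cluster of similar, overlapping genes, among which reads can be shared. Over all genes tested, 4 of the 9 were DEGs in males and 1, Htr1b, in females. Adjusted over the list alone, all 9 passed in both sexes, though the list was chosen by the paper on these libraries. Stat6 and Cdk2ap1 missed the threshold in males with edgeR's adjusted p of 0.0503, and Stat6 overlaps Nab2. The difference between the sexes was tested as an interaction of sex and age, in which none of the 9 genes passed the threshold. It was largest for Tagln2 (-0.72, SE 0.50) and between -0.02 and 0.31 for the other 8.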

IPA analysis showed that many of the DEGs in aged female motor neurons are linked to canonical pathways (Figure 8G) and cellular functions (Figure 8H) unique to females and are also shared with males. Of potential relevance to age-related loss of motor synapses, the translatomes of both aged female and male motor neurons are enriched for genes with roles in the complement system and TREM1 signaling (Figure 8H). Both complement signaling (62–66) and TREM1 (67, 68) have been shown to mediate synaptic pruning by microglia; thus, motor neurons undergo molecular changes during aging that may cause microglia to target motor synapses.

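The same lists of complement and TREM1 genes were tested in females between 3 and 18 months. Of the 26 complement genes, 18 were higher and 8 lower, with a median log2 fold change of 0.35. Of the 42 TREM1 genes, 30 were higher and 12 lower, with a median of 0.27 (0.27 with 2 genes set to their lower bound). Limma's camera with the preset correlation gave an adjusted p of 0.00403 for the complement list and 6.42e-05 for the TREM1 list. Neither call held with an estimated correlation (adjusted p = 0.244 and 0.0625) or under fry (adjusted p = 0.260 and 0.0587). No gene of either list was a DEG over all genes tested in females, while 5 TREM1 genes and no complement gene passed adjusted over the list alone. At 12 months in females, 23 of the 26 complement genes were higher than at 3 months, with a median log2 fold change of 0.52, and 6 passed adjusted over the list alone. Limma's camera gave an adjusted p of 1.43e-05 over 156 tests of all lists, which did not hold with an estimated correlation (0.277) or under fry (0.239). Between 12- and 18-month females the mean log2 count of the complement genes was not shown to differ (0.323 higher at 12 months, exact permutation test, two-sided, p = 0.476, n = 5 and 5). In males of 18 months, 35 of the 42 TREM1 genes were higher, with a median log2 fold change of 0.58 (limma's camera, adjusted p = 1.42e-08 over 12 list tests). This call held with an estimated correlation (adjusted p = 0.0245) and under fry (adjusted p = 0.0221). Over the 156 tests of all lists neither held it (0.0683 and 0.0574). Nor did they hold the complement list of 18-month males over those tests (0.185 and 0.184). Whether the lists changed differently in the sexes was not tested. At 18 months the median of the microglial list was 1.01 in females and 1.91 in males. The list tests cannot tell microglial RNA from expression in motor neurons.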

To validate RNA-Seq findings, we examined expression of *Sprr1a* (Figure 7H) in young and aged mouse motor neurons using RNAscope (Supplemental Figure 7, A and B). This method showed that *Sprr1a* is highly expressed in a subset of aged motor neurons and absent from young adult motor neurons (Supplemental Figure 7C). 

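Apoe lies on chromosome 7 of GRCm38 from 19696109 to 19699188. Its normalized count was 1352 ± 107 (SD, n = 3) in 3-month-old males, 4223 ± 4123 (n = 4) at 12 months, 3691 ± 2956 (n = 5) at 18 months and 9323 ± 10515 (n = 5) at 24 months. Each 24-month library lay above all 3 of 3 months. One library per age from 12 months on held several times the count of the others, with 10401 in 12-month male replicate 1, 8973 in 18-month male replicate 2 and 28093 in 24-month male replicate 1. Without these libraries the means were 2163, 2371 and 4630.05, and the log2 fold change of Apoe, male 24 vs 3 months, was 1.78 without the last. The log2 fold change between 24 and 3 months was 2.79 (SE 0.88, adjusted p = 0.232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that Apoe was not a DEG over all genes tested. It passed the threshold with the DESeq2 Wald test and with limma voom and sample quality weights. Within the higher range of totals the log2 fold change was 3.21 (SE 0.67, 3 libraries of each age). Within groups, Apoe rose and fell with a list of 12 astrocyte genes (Spearman's rho = 0.779, Pearson's r = 0.884, permutation p = 1e-04, 31 libraries), and without the 2 libraries farthest from the median r was 0.849.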

We also examined expression of apolipoprotein E (*Apoe*), one of the most highly expressed and upregulated genes in motor neurons, in 24-month-old mice. We first used IHC to determine whether motor neurons in fact express and increase levels of ApoE protein during aging (Supplemental Figure 7, D and E). This analysis found ApoE trending toward elevated levels in aged motor neurons (Supplemental Figure 7F). We then used quantitative PCR (qPCR) to analyze *Apoe* levels in immunoprecipitated ribosomes from motor neurons of young and aged Chat-Cre;RiboTag mice. *Apoe* was again found elevated in aged motor neurons (Supplemental Figure 7G). These *Apoe* and *Sprr1a* findings strongly suggest that motor neurons age in a heterogeneous manner or at different rates within the same animal and spinal cord region.

## Discussion

### Summary and potential implications.

This is the first study to our knowledge to holistically examine, on a cellular and molecular level, the impact of aging on motor neurons within the spinal cord of mice, rhesus monkeys, and humans. We used complementary techniques, including PACT-CLARITY tissue clearing, to reveal the cellular features of the soma and dendritic arbor of aged motor neurons. We demonstrate that spinal motor neurons were surprisingly resilient to aging in mice, monkeys, and humans. The number and overall morphology of these neurons did not significantly change with advancing age. However, these neurons progressively and selectively shed excitatory synaptic inputs from the soma and dendritic arbor. Thus, aged motor neurons contain a motor circuitry with a reduced ratio of excitatory to inhibitory synapses, which may be responsible for the diminished ability to activate motor neurons to commence movements. We also examined the motor neuron translatome (ribosomal transcripts) in both male and female mice. This strategy identified genes and molecular pathways with roles in glia-mediated synaptic pruning, axonal regeneration, inflammation, and oxidative stress. Some of these genes and pathways are also found altered in motor neurons affected with ALS or responding to axotomy, demonstrating that aged motor neurons are under substantial stress. Additionally, it revealed molecular similarities and differences between aging male and female motor neurons across the lifespan. Thus, this approach identified molecular pathways intrinsic to motor neurons that may contribute to degeneration of the motor circuitry and the NMJ during aging.

### Likely source of motor dysfunction in the aged spinal cord.

The literature concerning whether motor neurons are lost or atrophy during aging has been inconsistent for decades (17, 19–23, 26–33). While published studies have attempted to quantify motor neuron number and size, many did so via indirect or nonspecific labeling techniques and with small sample sizes. In this study, we sought to contribute new evidence to this debate by using several methods that directly label motor neurons. Each of our approaches revealed that there was no difference in the number of motor neurons between young and aged spinal cords across species. However, it is worth noting that aging caused a significant reduction in the size of motor neurons in Chat-Cre;tdTomato but not Wt mice. A frequency distribution analysis indicated that the largest motor neurons are preferentially affected and, therefore, account for the reduced size in aged Chat-Cre;tdTomato mice. The most parsimonious explanation for this observation is that expression of tdTomato may increase the susceptibility of large motor neurons to the stress of aging. This possibility is supported by a study showing that motor neurons expressing another fluorescence protein, YFP, prematurely exhibit signs of aging along their axons (69). The largest motor neurons are also most sensitive to ALS-induced stress, further lending support to the possibility that expression of tdTomato is a stressor to motor neurons, although minor since only their size was affected. Altogether, however, our data show that aging does not significantly alter the number of motor neurons. Aging also does not cause major changes to the morphology of motor neurons’ dendritic arbors. We therefore conclude that other age-related changes within the motor circuitry impair the capacity to commence and modulate movements in aged animals and humans.

Our data suggest that loss of excitatory synapses may be responsible for the compromised function of aged motor neurons in animals and humans. We found significant decreases in the number and clustering of both VGluT1^+^ and VGluT2 ^+^ synaptic inputs innervating aged motor neurons. We also found VAChT^+^ synaptic inputs trending lower in aged motor neurons. These findings are consistent with previous published studies from our group (24) and other groups (70), showing fewer excitatory synapses at the soma of aged motor neurons. Loss of excitatory synaptic inputs and clusters is also a feature of axotomized motor neurons (42), which is not surprising, given that aging also leads to degeneration of motor axon endings at NMJs (4). Overall, these findings show that aged motor neurons shed excitatory synapses, likely compromising the fidelity of motor commands emanating from proprioceptive sensory, cortical, subcortical, and spinal cord neurons.

In stark contrast to excitatory synaptic inputs, we found the number and clustering of inhibitory synaptic inputs either unchanged or rather moderately increased at aged motor neurons. Thus, aged motor neurons have a higher ratio of inhibitory to excitatory synapses, suggesting that they may have an increased threshold and latency for activation. This would, in turn, reduce the number of motor neurons recruited to relay motor commands. The higher threshold to activate motor neurons due to the increased proportion of inhibitory synapses, along with selective degeneration of some motor axon nerve endings at NMJs (14), may be a reason fewer motor units are found in old age (71). These changes would, in turn, reduce the number of muscle fibers recruited to perform a particular motor task. It may also delay the initiation and coordination of movements, resulting in poor balance and gait abnormalities. Support for these possibilities can be found in other published studies showing that motor deficits begin to be evident by middle age in mice and humans (72–74). However, it is possible that motor neurons alter their biophysical properties to adapt to changes in the motor circuitry to continue to integrate and relay motor commands without delays. Even if motor neurons undergo homeostatic adaptations to counteract the loss of excitatory synapses, they will fail to receive critical motor commands from many proprioceptive sensory neurons as well as excitatory cortical, subcortical, and spinal cord neurons. Thus, the loss of excitatory synaptic inputs alone likely compromises the fidelity of motor commands and, thus, would contribute to motor deficits, during aging.

### Molecular mechanisms underlying age-related changes in motor circuits.

Our translatome analysis identified specific genes and pathways, some with known roles at synapses, predicted to be activated or deactivated in aging motor neurons. It showed that complement signaling was activated in aged motor neurons, which has been well described as a microglia-mediated synaptic pruning mechanism (54, 75–77). Thus, motor neurons may cause the loss of their own synapses during aging by aberrantly activating microglia through complement signaling. We also found that the WNT/β-catenin signaling pathway was activated during both early- and late-stage aging. This pathway has been highly implicated in mediating synaptic plasticity (78), and reactivation of this pathway has been touted as a potential therapeutic intervention in Alzheimer’s disease (79). Interestingly, the predicted outcome of WNT/β-catenin signaling is increased intrinsic excitability (80). Thus, aged motor neurons may recruit this signaling pathway in response to the increased inhibitory tone to restore normal levels of excitability. Additionally, aged motor neurons may activate WNT/β-catenin signaling as well as the PI3K and ILK pathways, which have been suggested to act in conjunction to influence structural plasticity in the aged brain (50) in order to rewire the motor circuitry in response to loss of excitatory synaptic inputs.

The translatome data also indicate that a “tipping point” may not exist for motor neurons as they transition from a youthful to an old state. Rather, the translatome of motor neurons continuously and gradually changes throughout aging. 

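The log2 fold changes against 3 months were compared between ages across the 17481 genes in males, where genes are not independent replicates. Spearman's correlation was 0.697 between the 18- and 24-month changes and 0.454 between the 12- and 24-month changes. Both share the same 3-month libraries. As differences of mean log2 normalized counts these correlations were 0.702 and 0.447. With ages shuffled over the same male libraries, 38 of 100 shuffles, the real one included, gave a correlation as high as that of the 18- and 24-month changes (0.0962 to 0.871) and 68 of 100 one as high as that of the 12- and 24-month changes (0.0264 to 0.846), so that neither stood out from shuffled ages. Among the 12260 genes with a mean count of at least 50, 42 and 68 of 100 shuffles were as high as the real ages (0.747 and 0.400). A score of 33 DEGs of 24 against 3 months, axotomy genes left out, did not overlap between male ages. It ran from -1.05 to -0.954 at 3 months and from -0.306 to -0.0762 at 12 months. At 18 months it ran from 0.0217 to 0.245 and at 24 months from 0.567 to 1.13. The choice of genes fixed the 3- and 24-month ends and may by itself place other ages between them. It did not fix the order of 12 and 18 months, which was not tested. From its translatome data, the paper proposes that no tipping point may exist between a youthful and an old state and states that the motor neuron translatome changes gradually throughout aging.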

While these changes may be continuous; they are not homogenous in nature. 

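In males, 18-month-old motor neurons (n = 5) were compared with 12-month-old motor neurons (n = 4). No gene was a DEG, and 1907 genes had an unadjusted p under 0.05. Between 24 months (n = 5) and 12 months (n = 4) there was 1 DEG and 2126 genes had an unadjusted p under 0.05. The DEG, Flnc, which encodes filamin C and was named after its values were seen, was also a DEG between 24 and 3 months. Normalized counts did not overlap for 479 genes between 18 and 12 months and for 812 genes between 24 and 12 months, where chance gives 1.59% of genes. The DESeq2 Wald test called 92 genes (male 18 vs 12 months) and 153 genes (male 24 vs 12 months), and limma voom with sample quality weights called 274 and 396. Without 18-month male replicate 5, 12 genes were DEGs between 18 and 12 months, and without either 24-month male replicate 1 or 12-month male replicate 4, 6 were DEGs between 24 and 12 months. Within the higher range of totals (3 libraries of each age) there were 3 and 2 DEGs.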

There are genes and pathways differentially expressed between middle-aged and old motor neurons, indicating that motor neurons deal with challenges unique to a given stage of the aging process by modulating specific genes and pathways.

We also report, for the first time to our knowledge, molecular differences and similarities between male and female motor neurons. Of particular note is our finding that collagen genes are significantly upregulated in aged male motor neurons but not in females. This suggests that male motor neurons may experience peripheral axonal degeneration first and, thus, activate genes intended to rebuild the extracellular matrix as the motor neurons attempt to regenerate and reinnervate their muscle targets. 

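Between 3 and 18 months, all 6 collagens of Fig. 8E were higher in males, with a median log2 fold change of 4.14 (limma's camera, adjusted p = 3.31e-07). This call held with an estimated correlation (adjusted p = 0.0448) and not under fry (adjusted p = 0.0501). In females 3 were higher and 3 lower, with a median of -0.38 (limma's camera, adjusted p = 0.456). In males Col1a1 had a log2 fold change of 5.95 (SE 1.58, edgeR's adjusted p = 0.291) and Col1a2 of 5.78 (SE 1.54, edgeR's adjusted p = 0.291). In females these were -2.04 (SE 1.43) and -1.09 (SE 1.17). The 3-month female mean of Col1a1 was 57.7, and 28.9 without replicate 1, which held 144 normalized counts. The female fall of Col1a1, which enters the interaction below, thus leaned on this library. None of the 6 was a DEG over all genes tested in either sex. In males all 6 passed adjusted over the list alone, a list the paper chose on these libraries, and in females none did. The difference between the sexes, tested as an interaction of sex and age, was largest for Col1a1 (7.98, SE 2.05). It passed edgeR's threshold for Col1a1, Col1a2, Col2a1 and Col5a2 when adjusted over 35 named genes (adjusted p between 0.0164 and 0.0440), and for no gene over all genes tested, where 226 had an unadjusted p under 0.05. Among the libraries in the higher range of totals (3 of each age), the median log2 fold change of the collagens in males was 0.27, with 0.07 for Col1a1 and 1.497 for Col2a1 (SE 0.54, edgeR's adjusted p = 0.968). All 5 libraries of 18-month-old males lay above the 3-month-old males in Col2a1. At 24 months the 6 collagens had a median log2 fold change of 1.98 in males.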

Altogether, these molecular and cellular discoveries demonstrate how aging affects motor neurons and provide leads to preserve voluntary movements during normal aging.

## Methods

### Mice

RiboTag (RRID:IMSR_JAX:011029; ref. 43), Chat-Cre (RRID:IMSR_JAX:006410; ref. 81), and Ai14 (herein referred to as tdTomato, RRID:IMSR_JAX:007914; ref. 82) mice were purchased from the Jackson Laboratory. C57BL/6 mice were obtained from the National Institute on Aging at the NIH. Hemizygous Chat-Cre mice were crossed with tdTomato mice to generate Chat-Cre;tdTomato mice, and with RiboTag mice to generate Chat-Cre;RiboTag mice. All mice were maintained on a mixed genetic background. Male and female mice were included in experiments, as described in the results. A CO_2_ chamber was used to sacrifice mice for tissue collection, following NIH guidelines. Animals were housed in a 12-hour light/dark cycle with access to food and water ad libitum in a pathogen-free environment.

### Human spinal cord tissue

Fixed postmortem cervical spinal cord tissue from young and aged subjects with a clinical brain diagnosis of unaffected control was obtained from the University of Pittsburgh’s NIH NeuroBioBank Brain and Tissue Repository. Details of subjects are provided in Table 1. Coronal sections (50 μm) were collected with a vibratome and stored in PBS. Sections were washed 3***×*** in PBS, incubated in blocking buffer (5% BSA, 5% donkey serum, 0.05% Triton X-100 in PBS) for 1 hour at room temperature, incubated in primary antibody diluted in blocking buffer 48 hours at 4°C, washed 3***×*** in PBS, incubated in secondary antibody diluted 1:1,000 in blocking buffer for 4 hours at 4°C, washed 3***×*** in PBS, mounted on gelatin covered slides, and covered in VECTASHIELD mounting medium (Vector Laboratories). Primary antibodies include mouse anti-NeuN (1:500, MilliporeSigma, MAB377, RRID: AB_2298772) and rabbit anti-vGlut1 (1:500, Synaptic Systems, 135303, RRID: AB_887875). Secondary antibodies include Alexa Fluor 488 goat anti-mouse (Invitrogen, A21121, RRID: AB_2535764) and Alexa Fluor 568 goat anti-rabbit (Thermo Fisher Scientific, A11011, RRID: AB_143157).

### Nonhuman primate spinal cord tissue

Rhesus monkey (Macaca mulatta) spinal cord samples were obtained from the National Institutes of Health Animal Center. Samples were collected from males following euthanasia for unrelated clinical or experimental purposes; collection occurred within 2 hours of death. Once harvested, samples were immersed in ice-cold 4% paraformaldehyde (PFA) for 24–48 hours and then kept in cold 0.1 M PBS. Sectioning and IHC of nonhuman primate tissue was performed identically to C57BL/6 mouse spinal cord tissue, as described below. Antibodies include mouse anti-Gad67 (1:500, MilliporeSigma, MAB5406, RRID: AB_2278725), rabbit anti-VGluT1 (1:500, Synaptic Systems, 135303, RRID: AB_887875), and rabbit anti-VGAT (MilliporeSigma, AB5062P, RRID: AB_2301998).

### Mouse tissue

Mice were intracardially perfused with 1***×*** PBS, followed by 4% PFA. Spinal cords were dissected and postfixed for 4 hours at 4°C. Tissue clearing was performed on spinal cords collected from Chat-Cre;tdTomato mice according to Woo et al (41). Briefly, 500 μm coronal sections from the L1–L4 lumbar regions of the spinal cords were collected with a vibratome for clearing. Spinal cord sections were then embedded in a hydrogel and underwent several washes to elute lipids from the scaffold, rendering the samples translucent and significantly reducing refraction. Spinal cords collected from C57BL/6 mice and a separate cohort of Chat-Cre;tdTomato mice that underwent all IHC assays were not subjected to tissue clearing. The L1–L6 regions of the lumbar spinal cord from these mice were embedded in Tissue Freezing Medium (General Data, TFM-5) and 30 μm coronal sections were obtained with a cryostat. All spinal cord sections were mounted to gelatin coated slides, washed 3***×*** in PBS, incubated in blocking buffer (5% BSA, 3% goat serum, and 0.1% Triton X-100 in PBS); donkey serum was substituted for goat serum when necessary) for 1 hour at room temperature, incubated in primary antibody diluted in blocking buffer overnight at 4°C, washed 3***×*** in PBS, incubated in secondary antibody diluted 1:1,000 in blocking buffer for 1 hour at room temperature, washed 3***×*** in PBS, and covered in VECTASHIELD mounting medium (Vector Laboratories). Primary antibodies include goat anti-ChAT (1:500, MilliporeSigma, AB144P, RRID: AB_2079751), mouse anti-Gad67 (1:500, MilliporeSigma, MAB5406, RRID: AB_2278725), rabbit anti-Glyt2 (1:2,500, Synaptic Systems, 272003, RRID: AB_2619997), mouse anti-NeuN (1:500, MilliporeSigma, MAB377, RRID: AB_2298772), guinea pig anti-VAChT (1:500, MilliporeSigma, AB1588, RRID: AB_11214110), rabbit anti-vGlut1 (1:500, Synaptic Systems, 135303, RRID: AB_887875), guinea pig anti-vGlut2 (1:500, MilliporeSigma, AB2251-I, RRID: AB_2665454), guinea pig anti-GFAP (1:500, Nittobo Medical, FR101860, RRID: AB_2571709), and goat anti-ApoE (1:2,500, MilliporeSigma, AB947, RRID: AB_2258475). Secondary antibodies include Alexa Fluor 488 AffiniPure donkey anti–guinea pig IgG (H+L), (1:1,000, Jackson ImmunoResearch, 706-545-148, RRID: AB_2340472), Alexa Fluor 488 goat anti–mouse IgG2a (1:1,000, Invitrogen, A21131, RRID: AB_2535771), Alexa Fluor 647 goat anti–mouse IgG1 (1:1,000, Invitrogen, A21240, RRID: AB_2535809), and Alexa Fluor 488 donkey anti–rabbit IgG (H+L), (1:1,000, Invitrogen, A21206, RRID: AB_2535792).

### Confocal microscopy

Images were obtained with a Zeiss LSM 900 laser scanning confocal microscope (Carl Zeiss Microscopy) using a 63***×*** (1.4 numerical aperture) or 20× (0.8 numerical aperture) objective. Maximum intensity projections and stitching of tile scans were generated with Zeiss Zen software (Carl Zeiss Microscopy, RRID:SCR_013672).

### Serial blockface EM

Sample preparation as well as imaging and data extraction were undertaken at the Cleveland Clinic (Cleveland, Ohio, USA) 3D-EM Ultrastructural Imaging and Computation Core. Unless otherwise noted, all reagents and materials were purchased from Electron Microscopy Sciences (EMS).

#### Sample preparation.

Serial blockface imaging samples were prepared using an ASP1000 robotic stainer (Microscopy Innovations). Samples were inserted into the staining capsules. Using a programmed sequence (available from Microscopy Innovations), they were washed in 0.1 M sodium cacodylate, incubated in a mix of 2% osmium tetroxide with 0.15% potassium ferrocyanide in 0.1 M sodium cacodylate buffer for 2 hours on ice, washed in H_2_O, and then incubated in 0.1% thiocarbohydrazide at 60°C for 45 minutes. They were washed and incubated in 2% osmium tetroxide for at least 2 hours. They were washed again and incubated for at least 48 hours in aqueous Uranyl Acetate (saturated) at 4°C. After washes, they were incubated in lead aspartate stain, dehydrated in graded ethanols, washed in propylene oxide, and then incubated for 4–16 hours in 50:50 resin/solvent. They were then embedded in Epon 812–equivalent resin (Embed 812, Electron Microscopy Services) and cured for 48 hours. Samples were trimmed under a dissecting scope and imaged.

#### Sample imaging.

Samples were imaged in 2 instruments. High-resolution montaged sets were generated in a Thermo Fisher Scientific (FEI) Volumescope2 system. Images were acquired at 2.0 kV in high-vacuum mode using T1 detector and Volumescope stage. Fields were imaged at 5 nm/pixel magnification, and images of 3,000 ***×*** 5,000 pixels wide were stitched to produce slices of 170 μm. Sets of 300–600 slices were collected at cut thicknesses of 50–60 nm, using MAPS2 software (Thermo Fisher Scientific). Montaging sets of small-image tiles reduced sample/beam drift. Samples were also imaged with a Zeiss Sigma VP scanning electron microscope (Carl Zeiss Microscopy) with a 3View in chamber ultramicrotome (Gatan/Amaritech). These were imaged at 2.0 kV, using a 30 μm aperture in high-vacuum mode. Large fields of 10,000 ***×*** 12,000 pixels covered an area of 130 μm wide and did not require stitching. A series of 300–500 slices was generated with 60 nm slices and 7 nm/pixel resolution. The high-resolution sets were used to follow fine structures, while lower-resolution sets provided more rapid analysis of synaptic bouton occupancy of neuronal somas.

#### Analysis.

Image stacks were aligned, cropped, and scaled as necessary using ImageJ/Fiji (NIH) software. Images were examined, annotated and measured using Reconstruct software (83). Three neurons from each spinal cord were assessed in a transverse section through the center of the cell and in slices through proximal dendrites in 4-month and 28-month spinal cords. For each motor neuron, a transverse section through the central neuronal soma was selected, and the synapses making contact with that slice were traced; the proportion of the neuronal surface that they occupied was also annotated. In this context, “occupied” included active zones of synapses and any other part of the axon that was in close apposition to the surface. To illustrate the surface occupancy, different images containing dendrites and cell somas were combined digitally using GNU image processing (GIMP) software.

### Mouse motor neuron morphology

Analysis of motor neurons was performed on stitched, tile scan, *Z* stack confocal images of lumbar spinal cord coronal sections. Motor neuron density and soma size analysis was performed on spinal cord sections following NeuN/VAChT IHC, ChT IHC, or *Chat* RNAScope (density only) in WT mice or in cleared Chat-Cre;tdTomato mice. The number of sections analyzed for each method were as follows: NeuN/VAChT IHC (2 sections, beginning at L1), ChT IHC (2 sections, beginning at L1), *Chat* RNAScope (2 sections, beginning at L1), or Chat-Cre;tdTomato (8 sequential 500 μm sections, beginning at L1). In cleared Chat-Cre;tdTomato spinal cord, significant loss of tdTomato signal was typically observed at 300 μm below the tissue surface. Therefore, tissue at a depth of 300–500 μm was excluded from the analysis. In addition to labeling methods, motor neurons were identified by morphology, soma size, and location within the ventral horn. A grid was applied to the image using ImageJ for random selection of motor neurons for soma size analysis. Average numbers of motor neurons per ventral horn analyzed for soma size were as follows: NeuN/VAChT IHC (10.5 motor neurons), CHT IHC (6.8 motor neurons), *Chat* RNAScope (9.3 motor neurons), Chat-Cre;tdTomato (551.6 motor neurons). All neurons within each imaged section were included for motor density analysis. Soma volume and dendritic arbor complexity analyses were performed on a single cleared 500 μm coronal section from Chat-Cre;tdTomato mice. To calculate soma volume, the soma area of a given motor neuron was measured in serial optical sections along the entire *z* axis of the soma using ImageJ. Each optical section area was multiplied by the optical section height to obtain the soma volume within a given optical section. The volumes of the entire optical section series were then summed to estimate the total soma volume. To calculate dendritic arbor complexity, all visible dendrites of a given motor neuron were traced using the nTracer ImageJ plugin (84). Sholl analysis and convex hull area measurements of dendritic arbors were performed on traces using ImageJ. The diameters of all visible dendrites of a given motor neuron were measured at linear distances of 25, 100, and 150 μm from the soma using ImageJ.

### Synaptic density and clustering

Analysis of synaptic density was performed on images acquired from 50 μm–thick coronal spinal cord sections following Gad67, GlyT2, vGluT1, or vGluT2 IHC. Spinal cord sections were collected via cryostat sectioning and imaged in Chat-Cre;tdTomato mice as described above. Three α-motor neurons per animal were randomly selected using the grid function in ImageJ for analysis. To calculate dendritic synaptic density, the entire visible length of all dendrites of a given motor neuron were traced, and the positions of all synaptic puncta along the traced dendrites were marked using the nTracer ImageJ plugin (84). The total number of synaptic puncta was divided by the total length of dendrites to calculate dendritic synaptic density. To calculate somatic synaptic density, the soma was traced in serial optical sections using ImageJ, and the volume was calculated as described above. Synaptic puncta located at the soma perimeter within each optical section were counted and summed for the entire optical section series. Puncta that spanned more than one optical section were only counted once. Somatic synaptic density was calculated by dividing the total number of puncta by the soma volume. Synaptic puncta in the ventral horn were counted using the analyze particles tool in ImageJ and standardized by the visible area of the ventral horn in each image.

### Analysis of human and monkey tissue

Analyses of human and monkey synaptic density and motor neuron morphology were performed on coronal spinal cord sections following NeuN IHC using the methods described above. NeuN-labeled motor neurons were identified by morphology, soma size, and location within the ventral horn. Cervical monkey spinal cords were fixed and cryosectioned at 50 μm thickness for IHC. Two sections were analyzed for motor neuron density, with an average of 15.6 neurons analyzed per animal. On average, 3 motor neurons were analyzed for soma size, dendrite width, and synaptic density. Cervical human spinal cords were vibratome sectioned at 50 μm thickness, and IHC was performed while sections were free-floating in 12-well plates. Two sections were analyzed for motor neuron density, with an average of 15.1 motor neurons analyzed. On average, 3 motor neurons were analyzed for soma size, dendrite width, and synaptic density.

### Immunoprecipitation of ribosome-mRNA complexes

Chat-Cre;RiboTag mice, in which Cre-dependent HA-tagged Rpl22 expression occurs in Chat^+^ cells (43), were used to enrich ribosome-associated mRNA from motor neurons of the spinal cord. Immunoprecipitation was performed as described previously (43, 85). Briefly, flash frozen spinal cords were lysed in ice-cold 1% NP40 (Roche, 11332473001) lysis buffer (50 mg tissue/mL lysis buffer) containing DTT (1 mM, MilliporeSigma, 646563), 1***×*** protease inhibitor (MilliporeSigma, P8340), 0.4 units/μL RNasin Plus RNase inhibitor (Promega, N21155), 0.1 mg/mL cycloheximide (MilliporeSigma, C7698), and 1 mg/mL heparin (MilliporeSigma, H3393) using a Dounce homogenizer. Following removal of cell debris by centrifugation (18,000*g*, 15 minutes, 4°C), Rpl22-mRNA complexes were immunoprecipitated on ice from the cell lysate using a mouse anti-HA antibody (1 μL antibody/200 μL lysate, Covance, MMS-101R, RRID: AB_291262) and Pierce Protein A/G magnetic beads (Thermo Fisher Scientific, 88803). Anti-GAPDH antibody (Rockland Antibodies, 600–401-A33, RRID: AB_2107593) was used as a negative control for validation purposes (Figure 7B). Beads were washed 4***×*** with ice-cold high-salt buffer (50 mM Tris, 300 mM KCl, 12 mM MgCl_2_, 1% NP40, 0.5 mM DTT, 0.1 mg/mL cycloheximide), and RNA was eluted with RLT buffer (Qiagen, 74034) supplemented with 10 μL/mL β-mercaptoethanol. Immunoprecipitated RNA and whole cell lysate RNA was purified using the Qiagen RNeasy Plus Micro Kit (Qiagen, 74034).

### Western blot

Western blots were performed on spinal cord whole cell lysate and immunoprecipitated Rpl22 mRNA complexes from Chat-Cre;RiboTag mice, collected as described in the previous section. Protein concentrations were determined by Bradford assay, and lysates were denatured in Laemmli buffer at 95°C for 10 minutes. Samples were electrophoresed on a 10% SDS-PAGE gel and transferred to nitrocellulose membrane using wet transfer. Membranes were incubated for 1 hour at room temperature in blocking solution (5% nonfat milk in 0.1% Tween Tris buffer), incubated overnight at 4°C in primary antibody diluted in blocking buffer, washed 4***×*** in 0.1% Tween Tris buffer, incubated 1 hour at room temperature in peroxidase labeled secondary antibody, and washed 4***×*** in 0.1% Tween Tris buffer. ECL reagent (Bio-Rad, 1705060) was applied to membranes before visualization on an iBright FL1500 Imaging System (Invitrogen). Primary antibodies include mouse anti-HA (1:1,000, Covance, MMS-101R, RRID: AB_291262). Secondary antibodies include Peroxidase-conjugated Affinipure donkey anti–mouse IgG (H+L), (1:1,0000, Jackson ImmunoResearch, 715-035-151, RRID: AB_2340771).

### RNA-Seq

RNA-Seq was performed by GeneWiz on immunoprecipitated RNA from Chat-Cre;RiboTag mice. Following sequencing, data were trimmed for both adaptor and quality using a combination of ea-utils and Btrim (86, 87). Sequencing reads were aligned to the genome using HiSat2 (88) and counted via HTSeq (89). Quality control summary statistics were examined to identify any problematic samples (e.g., total read counts, quality and base composition profiles (± trimming), raw fastq formatted data files, aligned files (bam and text file containing sample alignment statistics), and count files (HTSeq text files). Following successful alignment, mRNA differential expression was determined and tested for significance using the Benjamini-Hochberg corrected Wald test in the R package DESeq2 (90). Failed samples were identified by visual inspection of pairs plots and removed from further analysis resulting in the following number of replicates for each sex and time point: 3-month male, 3; 3-month female, 4; 12-month male, 4; 12-month female, 5; 18-month male, 5; 18-month female, 5; and 24-month male, 5. Functional and pathway analysis was performed using IPA (QIAGEN Inc, https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis). An Excel spreadsheet of the DEG data from this experiment is available in Ribotag MN RNAseq data in the supplemental material. The data that support the RNA-Seq findings of this study are openly available in NCBI GEO at https://www.ncbi.nlm.nih.gov/geo/ (accession no. GSE226699).

### RNAscope

In situ hybridization was performed on 10 μm–thick coronal spinal cord sections using the RNAscope Multiplex Fluorescence V2 system (Advanced Cell Diagnostics) according to the manufacturer’s instructions. Twenty double-Z probes targeting *Chat* (catalog 408731) or small proline rich protein 1a (*Sprr1a*) (catalog 426871) mRNA were synthesized by Advanced Cell Diagnostics. Sections were deparaffinized and underwent multiple ethanol washes and peroxidase blocking steps. Sections were then incubated in antigen retrieval buffer and digested by proteinase. Sections were incubated in the double-Z probe mixture at 40°C in a hybridization oven for 2 hours. Sections were then washed, and the signal was amplified using the included amplification and HRP reagents. The sections were then imaged via confocal microscopy using identical imaging parameters across all samples. Maximum intensity projections were generated and used for analysis. We performed visual inspection of each *Chat*^+^ motor neuron in each tiled image for presence of *Sprr1a* signal.

### qPCR

RNA collected by immunoprecipitation from Chat-Cre;RiboTag spinal cords was reverse transcribed with iScript Reverse Transcription Supermix (Bio-Rad, 1708891). cDNA was preamplified with SsoAdvanced PreAmp Supermix (Bio-Rad, 1725160), and qPCR was performed with iTAQ SYBR Green Supermix (Bio-Rad, 1725121) using 300 nM primers (Table 2) on a CFX Connect Real Time PCR System. Gene expression was normalized to *Gapdh* using the 2^–ΔΔCT^ method.

### Statistics

A 2-sided, unpaired Student’s *t* test, with Welch’s correction as appropriate, was used to compare 2 means. One-way ANOVA with Bonferroni’s post hoc analysis was used to compare 3 or more means. A Kolmogorov-Smirnov test was used to compare the distribution of α-motor neuron soma areas. An *n* was defined as 1 animal for all experiments, except comparisons of motor neuron soma size distribution and EM, where an *n* was defined as 1 α-motor neuron. Analyses were performed on distinct samples in all experiments except motor neuron soma size and EM, where individual samples were analyzed repeatedly. GraphPad Prism (RRID:SCR_002798) was used for statistical analyses. Data are expressed as mean ± SEM. A *P* value of less than 0.05 was considered statistically significant.

### Study approval

Breeding, housing, and experimental use of mice were performed in accordance with the NIH, Virginia Tech IACUC (protocol no. 18-148 and 18-176), and Brown University IACUC (protocol no. 19-05-0013) guidelines. Monkey studies were approved by the National Institute on Aging, Intramural Research Program’s Animal Care and Use Committee. Human tissue obtained from NIH Neurobiobank was approved by the University of Pittsburgh IRB (protocol no. REN14120157/IRB981146). Written informed consent was received prior to participation.

## Author contributions

Conceptualization, methodology, validation, writing of the original manuscript draft, reviewing, and editing were contributed by RWC and GV. Investigation was contributed by RWC, MCL and GV. Data curation and formal analysis were contributed by RWC and RES. Data visualization was contributed by RWC. Resources, funding acquisition, supervision, and project administration were contributed by GV.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental video 1

## Figures and Tables

**Figure 1:**
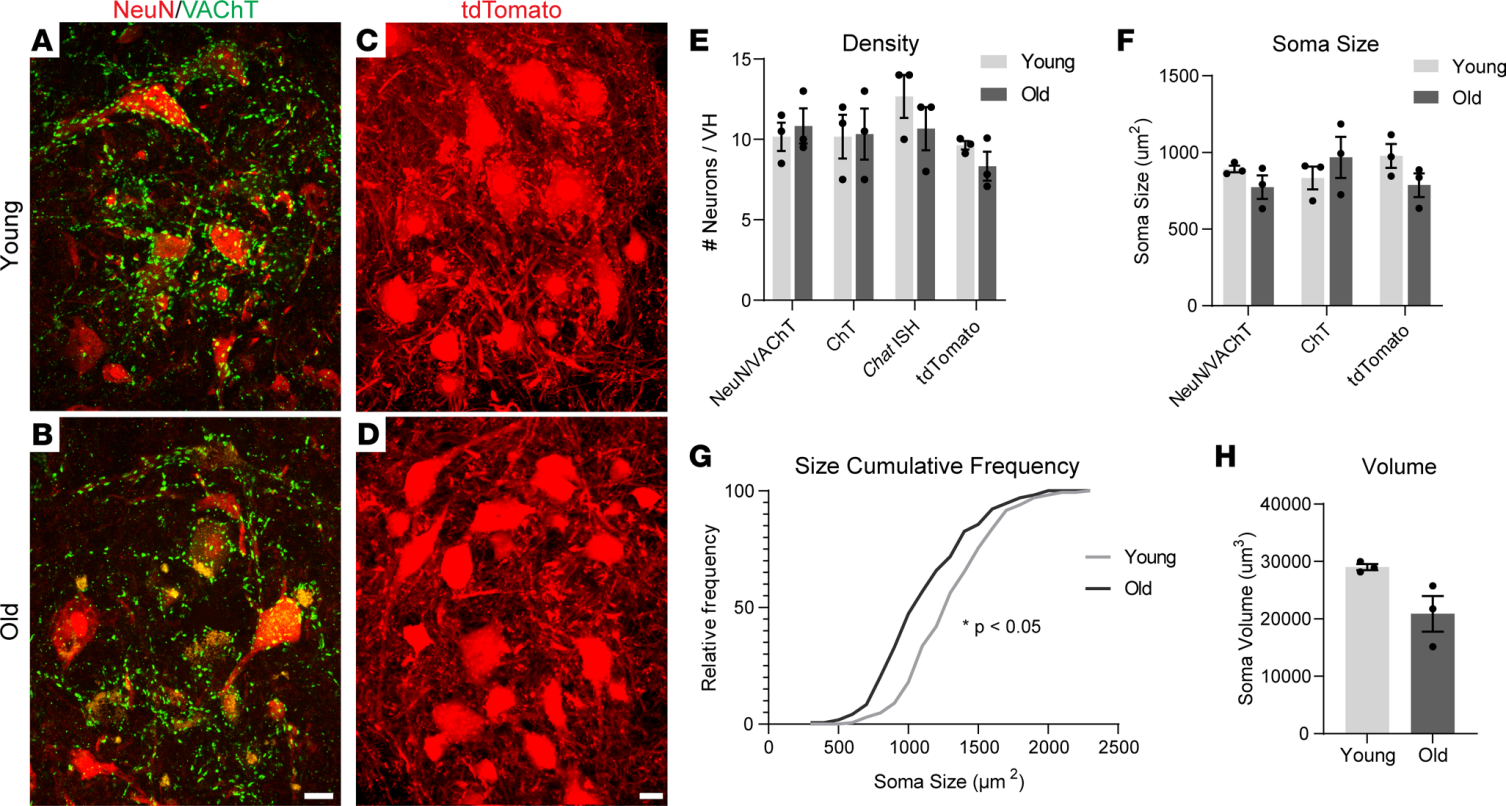
Motor neuron numbers and sizes are stable in aged spinal cords. (**A**–**D**) Representative images of α-motor neurons in young adult (top row) and aged (bottom row) mouse spinal cords. (**A** and **B**) NeuN and VAChT IHC in males. (**C** and **D**) Transgenic tdTomato labeled motor neurons in Chat-Cre;tdTomato males. (**E**) Motor neuron density in lumbar spinal cord of male mice based on multiple methods of α-motor neuron labeling, including NeuN and VAChT IHC, ChT IHC, *Chat* in situ hybridization, and transgenic tdTomato expression in Chat-Cre;tdTomato mice. (**F**) Cross-sectional area (CSA) of α-motor neuron soma based on NeuN and VAChT IHC, ChT IHC, and Chat-Cre;tdTomato labeling in male mouse lumbar spinal cord. (**G**) Distribution of α-motor neuron CSAs in male mouse lumbar spinal cord. (**H**) Volume of tdTomato-labeled α-motor neurons in male Chat-Cre;tdTomato lumbar spinal cord. Unpaired, 2-sided *t* test used for all comparisons except **G**, where a Kolmogorov-Smirnov test was used. *P < 0.05 versus young. All values except **G** presented as mean ± SEM; *n* = 3. Scale bar: 20 μm.

**Figure 2:**
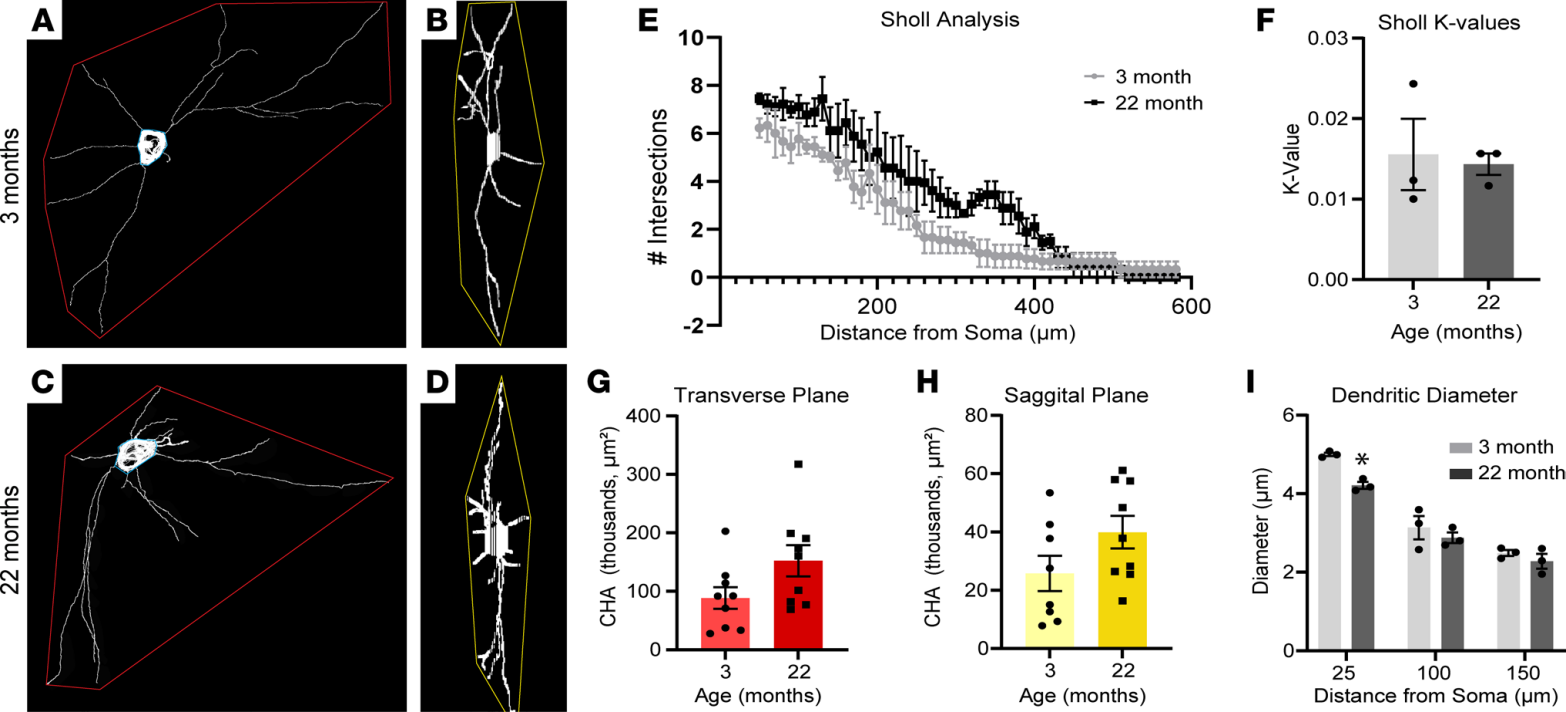
The dendritic arbor does not degenerate in aged mice. (**A** and **C**) Representative traces of tdTomato-labeled motor neuron dendritic arbors in transverse plane in young (3 month) and aged (22 month) Chat-Cre;tdTomato mouse lumbar spinal cord following PACT-CLARITY tissue clearing. (**B** and **D**) Representative dendritic arbor traces in sagittal plane. Convex hull areas (CHA) depicted by red or yellow outlines. (**E**) Sholl analysis of motor neuron dendritic arbor complexity. (**F**) Mean *K* values of dendritic arbor complexity Sholl analysis. (**G** and **H**) CHA of dendritic arbors measured in transverse (**G**) or sagittal (**H**) planes of spinal cords. Data points represent individual motor neurons from 3 animals per age group. (**I**) Motor neuron dendrite thickness at 25, 100, and 150 μm from the soma. Unpaired, 2-sided *t* test used for all comparisons. *P < 0.05 versus young. All values presented as mean ± SEM; *n* = 3.

**Figure 3:**
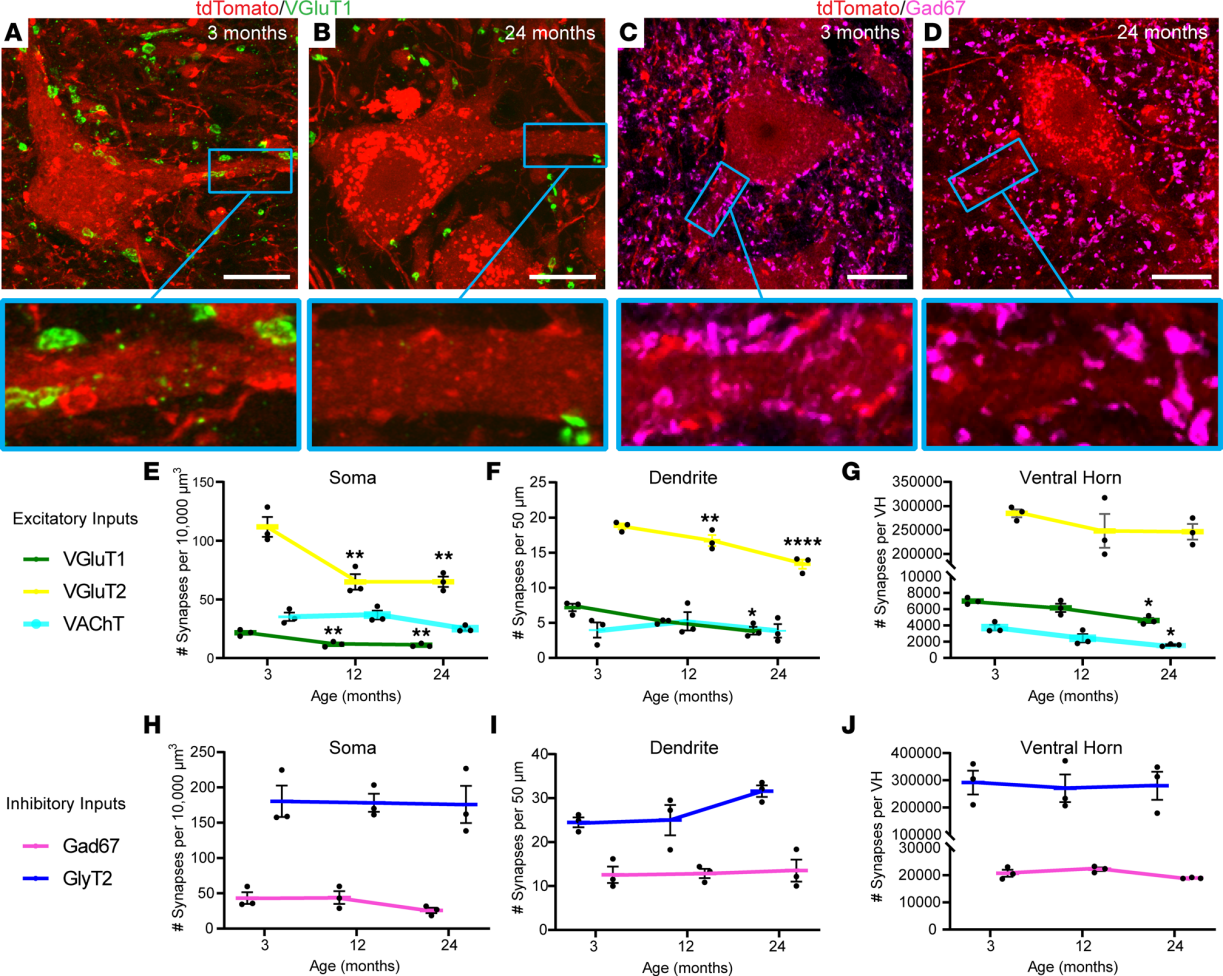
The motor circuitry loses excitatory synapses and remodels during aging. (**A**–**D**) Representative images of VGluT1 (**A** and **B**) and Gad67 (**C** and **D**) puncta on tdTomato-labeled motor neurons in young and aged Chat-Cre;tdTomato mouse lumbar spinal cord. (**E**–**G**) Excitatory VGluT1, VGluT2, and VAChT synaptic density in mouse motor neuron soma (**E**), motor neuron dendrites (**F**), and ventral horn (**G**). (**H**–**J**) Inhibitory Gad67 and GlyT2 synaptic density in mouse motor neuron soma (**H**), motor neuron dendrites (**I**), and ventral horn (**J**). One-way ANOVA with Bonferroni post hoc used for all comparisons. **P < 0.01, ****P < 0.0001 versus 3 months. All values presented as mean ± SEM; *n* = 3. Scale bar: 20 μm.

**Figure 4:**
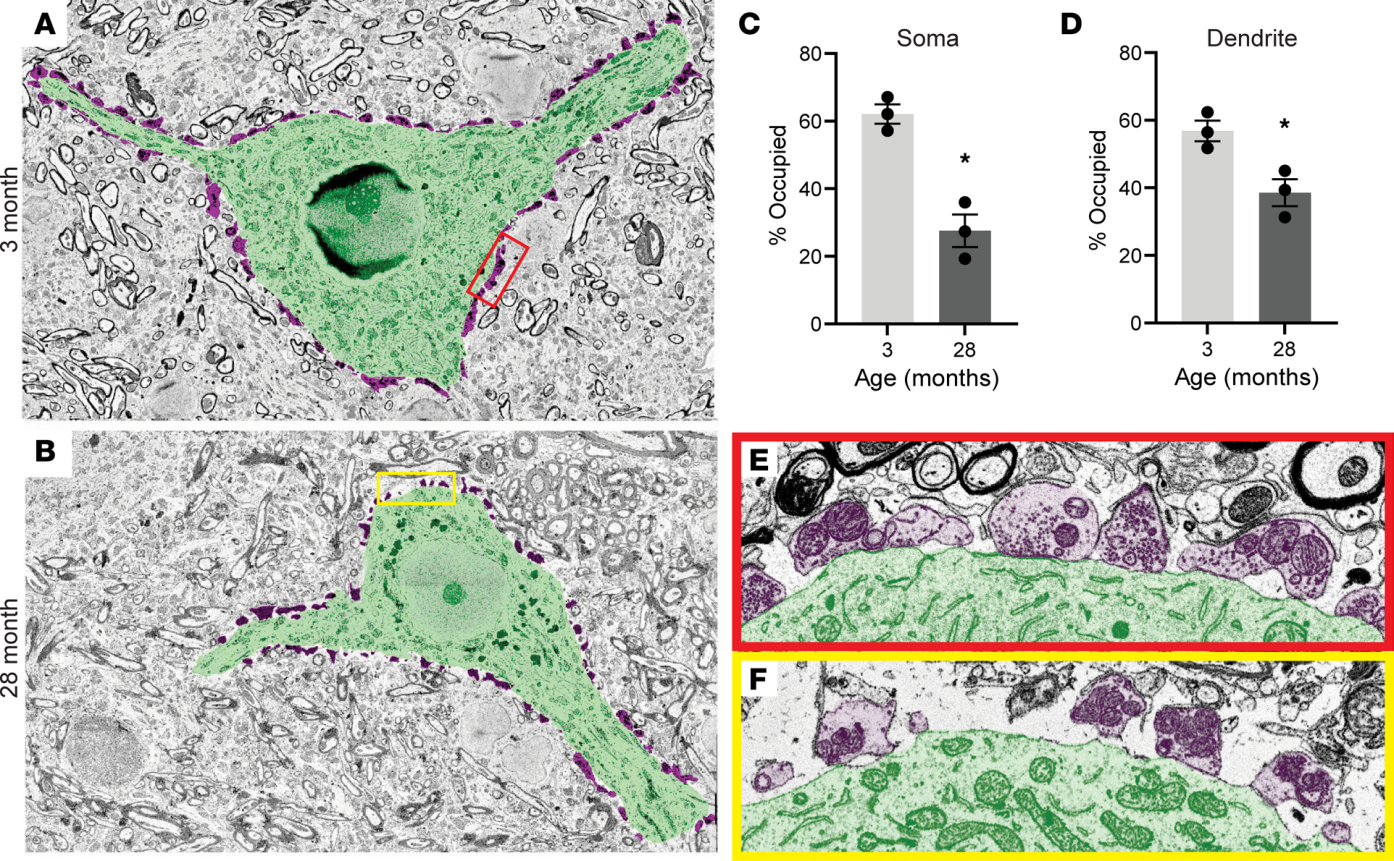
EM analysis of motor neuron synaptic coverage. (**A** and **B**) Representative images of motor neuron soma and proximal dendrites (green) and presynaptic boutons (magenta) in cross section in 3-month (**A**) and 28-month (**B**) mouse lumbar spinal cord. (**C** and **D**) Quantification of soma (**C**) and proximal dendrite (**D**) surface occupancy by synapses. (**E** and **F**) Somatic synapses are surrounded by thin proteoglycan-rich perineuronal network in the 3-month spinal cord. At 28 months, synaptic terminals are fewer and smaller with an overall reduced synaptic occupancy of motor neuron soma. *P < 0.05 versus young, unpaired, 2-sided *t* test. Data points represent individual motor neurons from 1 mouse. All values presented as mean ± SEM; *n* = 3. Scale bars: 10 μm (**A** and **B**) and 1 μm (**E** and **F**).

**Figure 5:**
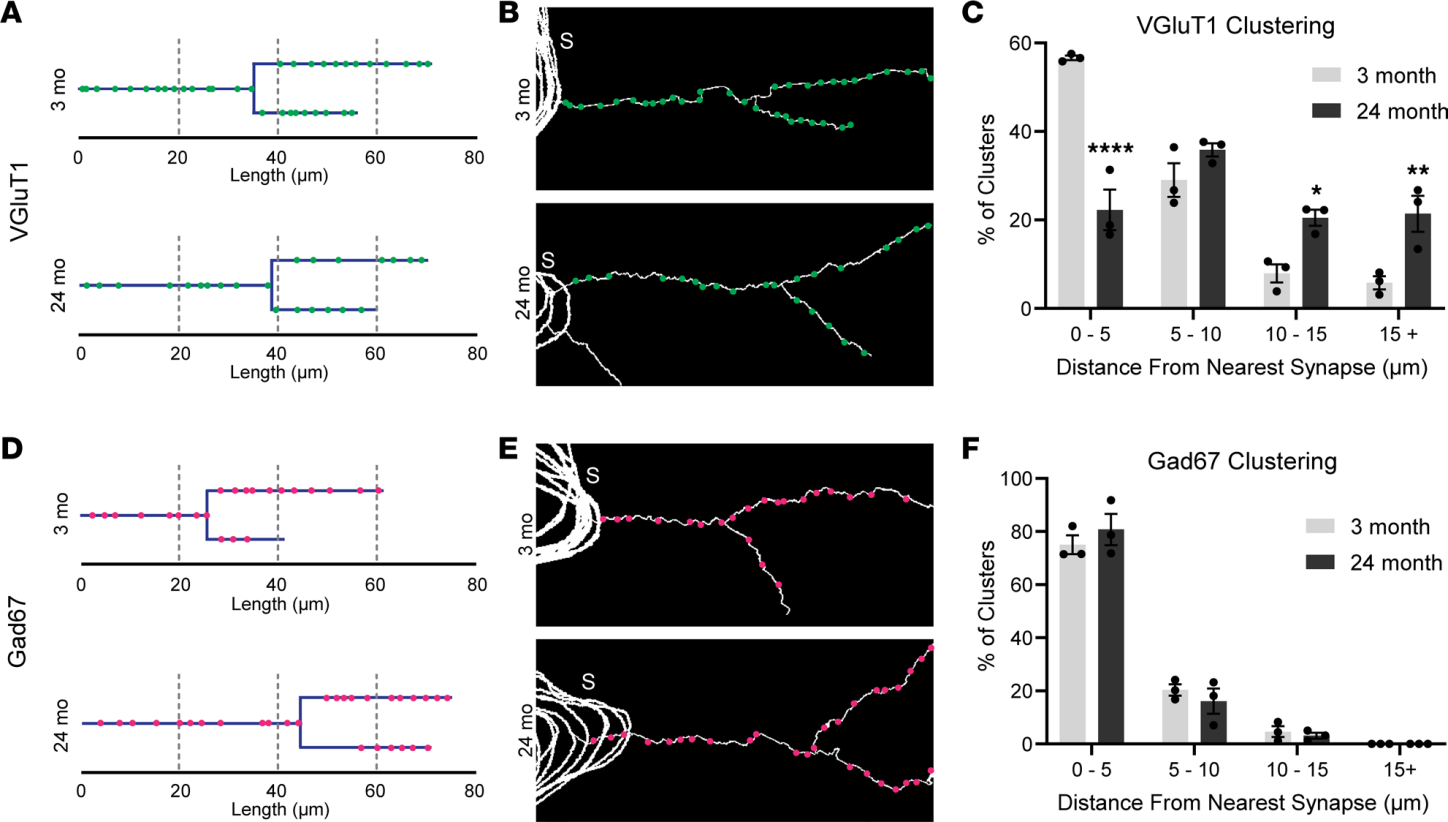
Clustering is reduced in excitatory but not inhibitory inputs on aged motor neurons. (**A**) Schematic representation of the location of VGluT1^+^ glutamatergic synapses along a section of the dendritic arbor of motor neurons from 3- and 24-month-old mice. (**B**) Representative neuronal traces of VGluT1^+^ synapse locations along dendrites. S labels the motor neuron soma. (**C**) Quantification of the percentage of total dendritic synapses that have a nearest neighbor within the specified distance along the occupied dendrite. (**D**) Schematic representation of the location of Gad67^+^ GABAergic synapses along a section of the dendritic arbor of motor neurons from 3- and 24-month-old mice. (**E**) Representative neuronal traces of Gad67^+^ synapse locations along dendrites. S labels the motor neuron soma. (**F**) Quantification of the percentage of total dendritic synapses that have a nearest neighbor within the specified distance along the occupied dendrite. Unpaired, 2-sided *t* test used for all comparisons. *P < 0.05, **P < 0.01, ****P < 0.0001 versus 3 months. All values presented as mean ± SEM; *n* = 3.

**Figure 6:**
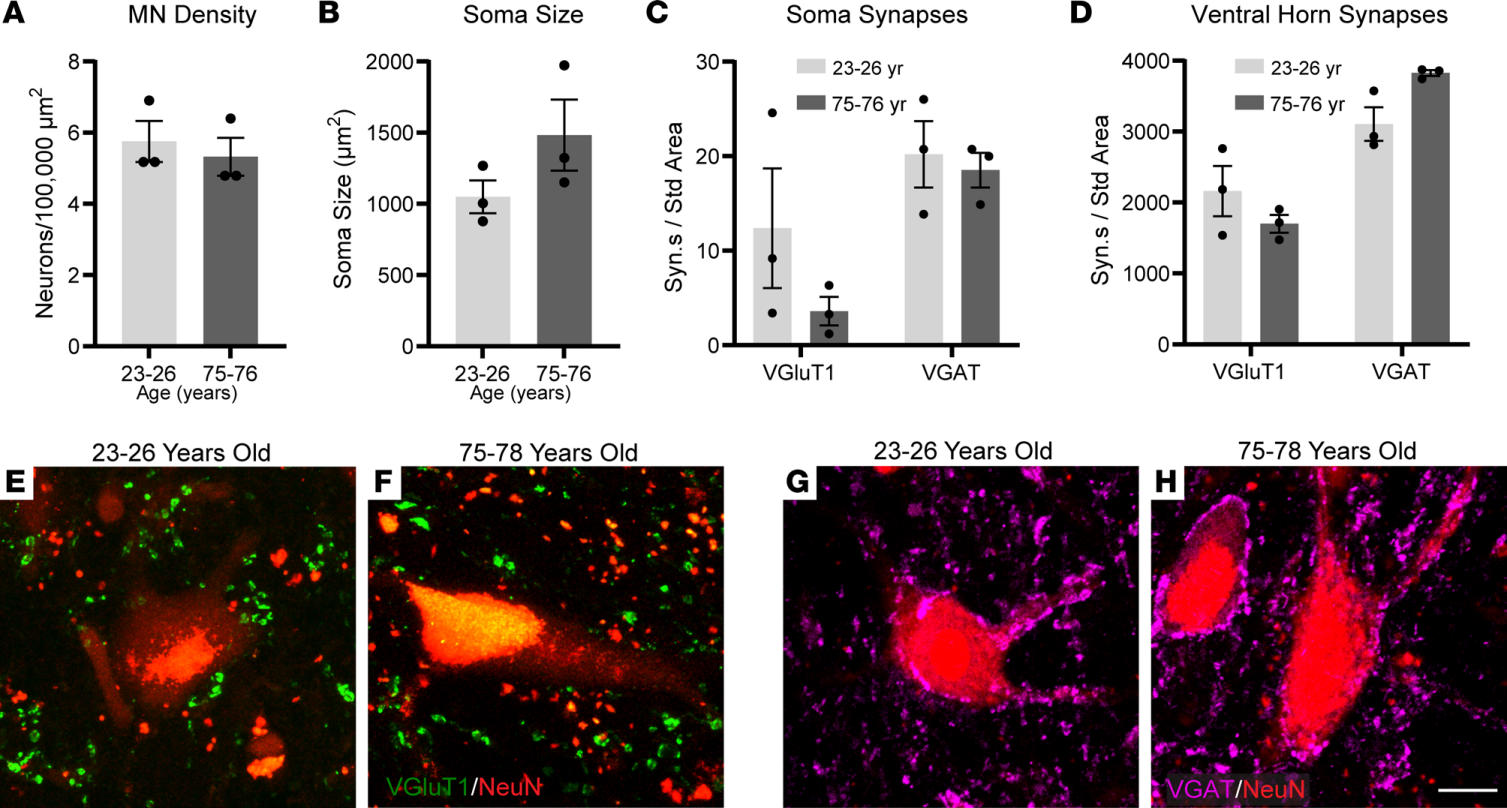
Profiling of human motor neurons and synapses during aging. (**A** and **B**) Quantifications of motor neuron density (**A**) and soma size (**B**) reveal no significant changes with age. (**C** and **D**) The number of VGluT1^+^ and VGAT^+^ synapses on motor neuron soma (**C**) and in the ventral horn (**D**) are unchanged in aged spinal cord; however, a trend toward decreased VGluT1 synapses was observed. (**E** and **F**) Images of motor neurons (NeuN, red) and glutamatergic synapses (VGluT1, green) of young and aged humans. (**G** and **H**) Images of motor neurons (NeuN, red) and GABAergic synapses (VGAT, fuchsia) of young and aged humans. Unpaired, 2-sided *t* test used for all comparisons except **C** (VGluT1) and **D** (VGAT), where an unpaired, 2-sided *t* test with Welch’s correction was used. All values presented as mean ± SEM; *n* = 3. Scale bar: 20 μm.

**Figure 7:**
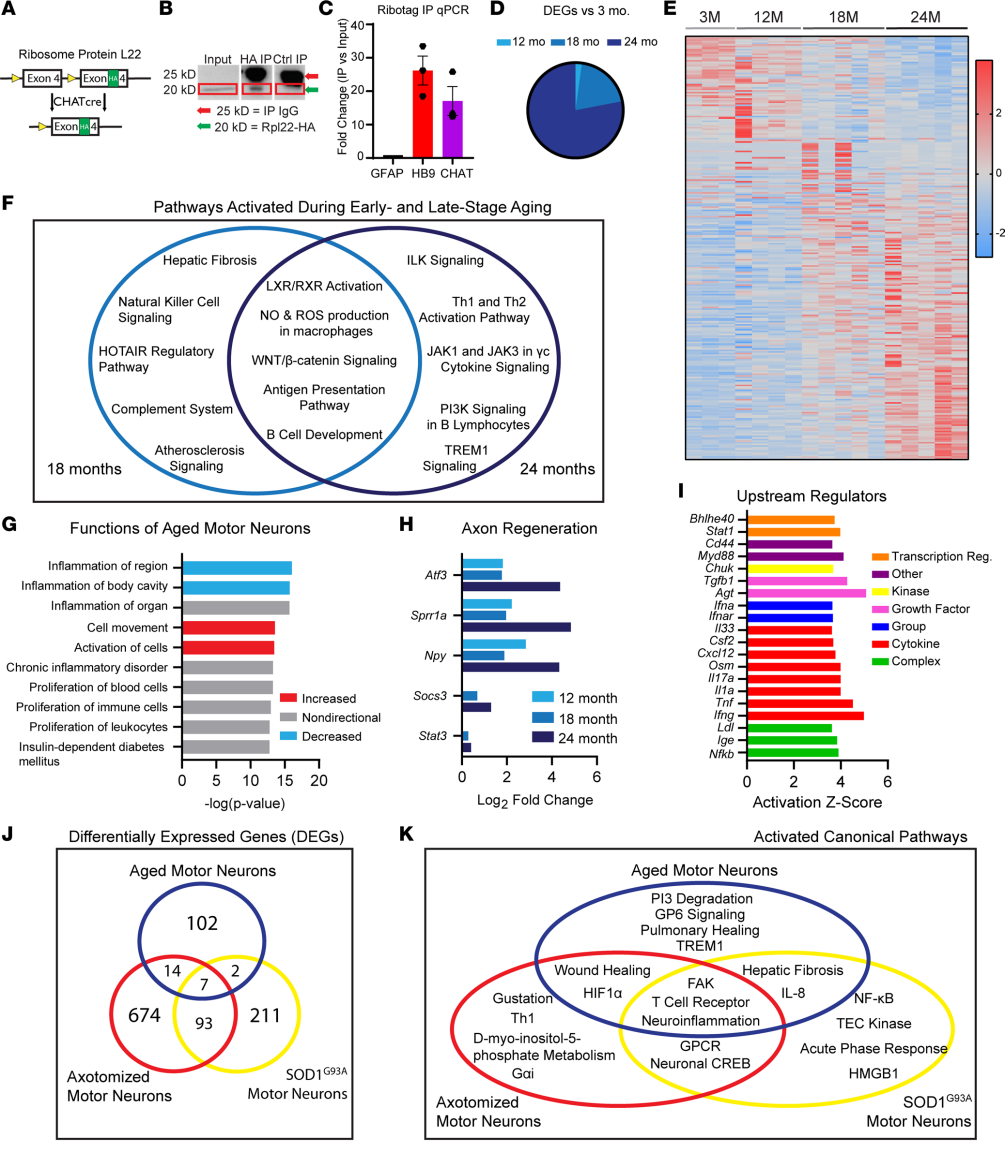
Molecular profile of aged motor neurons. (**A**) The modified exon 4 sequence containing an HA tag is incorporated into the RPL22 gene following Cre expression under the *Chat* promoter in Chat-Cre;RiboTag mice. The endogenous exon 4 contains a stop codon. (**B**) Western blot analysis of whole-spinal cord input tissue and immunoprecipitated ribosomes reveals enrichment of Rpl22-HA by IP. Lanes were run on the same gel but were noncontiguous. (**C**) qPCR analysis of *Gfap*, *Hb9*, and *Chat* transcripts in RNA co-IP versus input fractions. (**D**) Proportion of differentially expressed genes (DEGs), relative to 3-month young adult controls, among 12-, 18-, and 24-month motor neuron transcriptomes. (**E**) Heatmap of read count *Z* scores of DEGs. (**F**) Ingenuity pathway analysis (IPA) of canonical pathways activated in early-stage (18 month) and late-stage (24 month) aged motor neurons. (**G**) Top IPA functions of 24-month motor neurons. (**H**) Expression levels of regeneration-associated genes in 12-, 18-, and 24-month motor neurons, as compared with 3 months of age. (**I**) Top upstream regulators of 24-month motor neurons. (**J**) Comparison of common DEGs in aged, axotomized, and 4-month-old SOD1^G93A^ motor neurons. (**K**) Shared IPA canonical pathways in aged, axotomized, and 4-month-old SOD1^G93A^ motor neurons. Values in **C** are presented as mean ± SEM. Values in **G**–**I** are presented as mean; *n* = 3–5.

**Figure 8:**
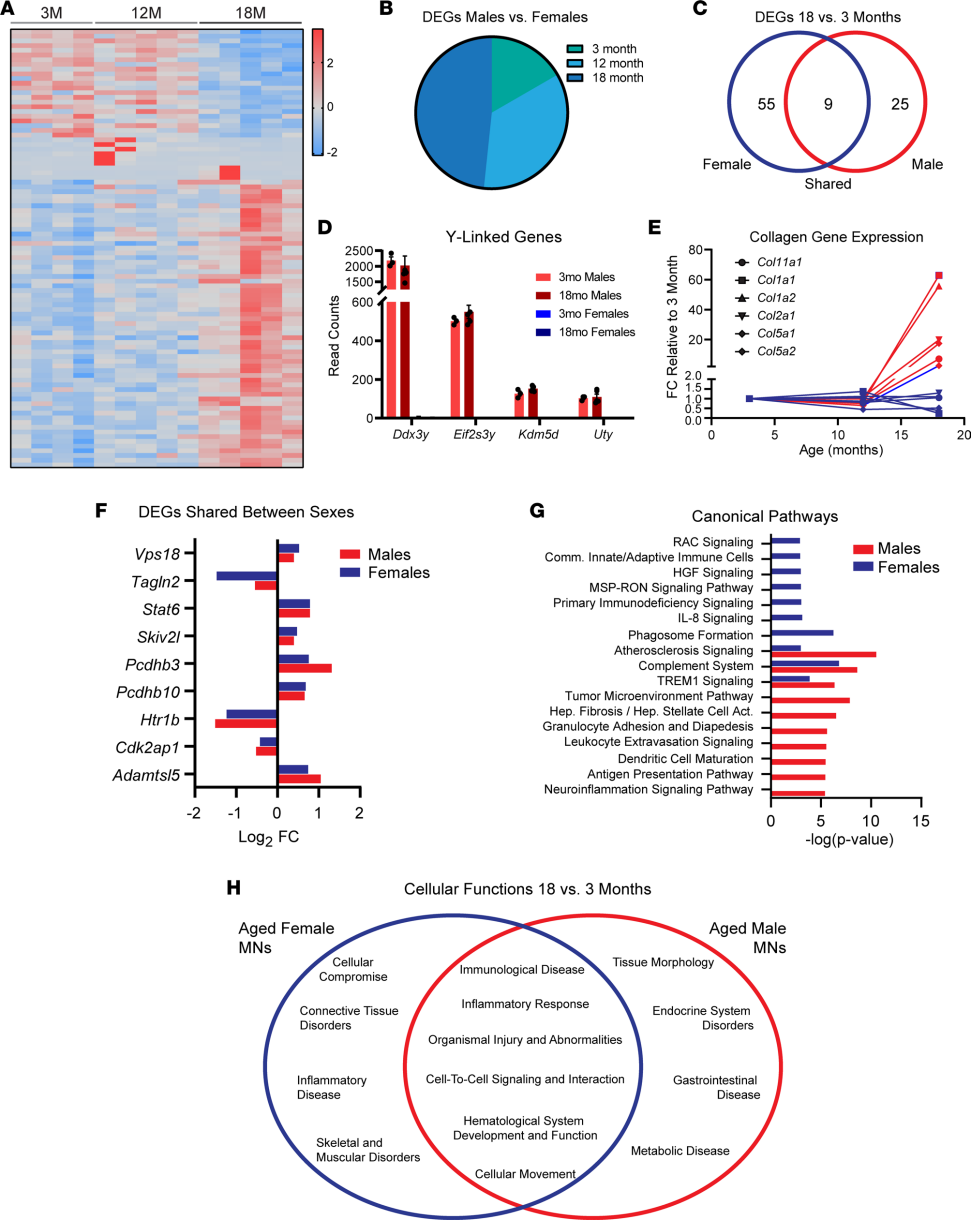
Molecular profile of aged male and female motor neurons. (**A**) Heatmap of read count *Z* scores of DEGs in female motor neurons. (**B**) Numbers of DEGs in males versus female motor neurons at 3, 12, and 18 months of age. (**C**) Comparison of the number of common and unique DEGs. (**D**) Read counts of Y-linked genes in young and old male and female motor neurons. (**E**) Collagen genes are upregulated only in male motor neurons at 18 months old. (**F**) Fold change of shared DEGs between sexes shows that the magnitude of change is similar. (**G**) Shared and unique activated canonical pathways identified via IPA analysis in male and female motor neurons. (**H**) Shared and unique activated functions identified via IPA analysis in male and female motor neurons. Values in **D** are presented as mean ± SEM. Values in **E**, **F**, and **H** are presented as mean; *n* = 3–5.

**Table 2:**
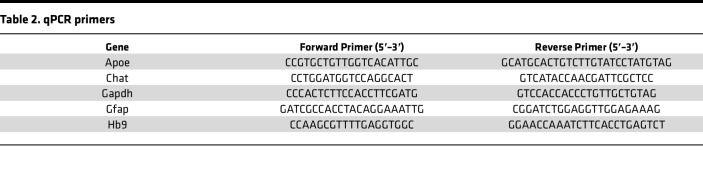
qPCR primers

**Table 1:**
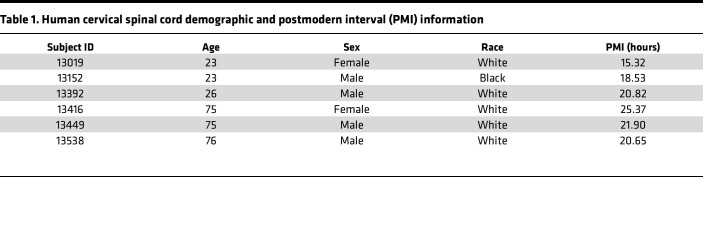
Human cervical spinal cord demographic and postmodern interval (PMI) information

How the deposited data were processed for this re-analysis (not part of the article)

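RNA associated with HA-tagged ribosomes of cholinergic neurons was immunoprecipitated from spinal cords of male and female Chat-Cre;RiboTag mice of 3, 12, 18 and 24 months and sequenced. The authors trimmed the reads for adaptor and quality with ea-utils and Btrim, aligned them with HiSat2 and counted them per gene with HTSeq against the Ensembl annotation of GRCm38, and they deposited these counts without normalization. The paper's methods state that problematic samples were removed after inspection of quality statistics and pairs plots. The paper's text states neither the strandedness of the counting nor tool versions, and the deposited counts hold no summary of unassigned reads.

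Of 32 deposited libraries, 31 belong to the 7 groups of the paper and were analysed. The library of a 24-month-old female was left out of every test, as the only one of its group. Symbols were taken from the reference annotation by Ensembl identifier, and 54079 identifiers had one. Coordinates are those of GENCODE M21, which has the genome build of the authors (GRCm38) and is another release of the annotation. No count was recorded for 19456 identifiers in the 31 libraries.

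Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a mean count of at least 5 over the 31 libraries were tested, 17481 in all, of which 17459 had a symbol. Counts were normalized with TMM, and 1 model of the 7 groups was fitted with edgeR's quasi-likelihood method, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The model had 23 residual degrees of freedom, a biological coefficient of variation of 0.236 and 3.99 prior degrees of freedom, and fold changes were fitted with a prior count of 0.125. Ages were compared within each sex, the sexes within each age, and the difference between the sexes in the change from 3 to 18 months was tested as an interaction.

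Total counts per library were between 14366779 and 30959661. A gene with at most 3 counts in every library of a group was treated as at the floor, and its change is given as a lower bound against 3 counts. Intervals between libraries include the differences between animals, while the floor covers counting error only. Because the totals fell into 2 ranges with a gap between them, each comparison was repeated within a range where both groups had at least 2 libraries.

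Genes were named by a rule set before the data were examined. It takes each gene that the paper's text or Fig. 7H, 8D, 8E or 8F names for these libraries, and per comparison at most 3 genes upward and 3 downward with the largest fitted change among genes with a symbol, an adjusted p under 0.05 in edgeR's test, a mean count of at least 50 and normalized counts that do not overlap between the groups. Marker genes were named where their list was tested as a source of signal. Srd5a2, Edn3, Eppin, Rtn4rl2, Flnc, Ccl3, Tlr2 and Nlrc5 were named after their values were seen. The result of 1 further gene is not reported here.

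Lists were tested with limma's camera (preset correlation 0.01), with fry and with camera under an estimated correlation beside it. The lists of complement and TREM1 genes and those of cell types were written before the data were examined, and a second list of osteoblast genes was written after the first one's values were seen. The cell types were astrocytes, microglia, oligodendrocytes, Schwann cells, endothelium, meningeal fibroblasts, osteoblasts, osteoclasts, chondrocytes, neutrophils, erythroid cells, plasma cells, skeletal muscle, dorsal root ganglion neurons and cholinergic motor neurons, with a list of the response to axotomy. The pathway analysis of the paper was not repeated, because its gene sets belong to commercial software.

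The alternatives set before the data were examined were DESeq2 size factors, the DESeq2 Wald test, limma voom with sample quality weights, robust empirical Bayes, no filter on low counts, a mean count of at least 50, a model of only the groups compared, the replicate number as a block, and each library left out in turn. Transcript length offsets were added after the first principal component was seen to go with transcript length, and a term for the library total after the totals were seen to fall into 2 ranges. On simulated data with 200 changed genes, edgeR recovered 88.5% with 4.32% false calls, DESeq2 92.5% with 12.7% and limma voom with sample quality weights 89.5% with 3.76%. The slope of fitted on true log2 fold changes was 1.01, and edgeR called 0 genes in an unchanged comparison. The simulated genes were independent and drawn with edgeR's own dispersions, without outlying libraries, and the changed genes had a mean count of at least 50.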

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

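The tests of osteoclast, fibroblast and non-neuronal genes, of the library total and of each collagen within a range in this part were chosen only after the result was seen. In each group of 4 or 5 libraries, the gap between the extreme library and its neighbour was divided by the range of the group for each named gene and for the library total. Of 208 groups tested, 17 had a library far from the others, where chance alone gives 10.4. 12-month male replicate 1 was the extreme library in 3 of them and 24-month male replicate 1 in 2.

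Atf3 was high in 3-month female replicate 4 (ratio 0.906), with 616 normalized counts against 27.3 to 36.9 in the other 3-month females. Sprr1a and Npy were high in the same library, with 1003 and 614. Females of 12 and 18 months had at most 307 of Atf3, 484 of Sprr1a and 440 of Npy. The same 3-month library held 7895 normalized counts of Hbb-bs, 249 of S100a8, 158 of Ngp and 79.6 of Jchain. The other 3-month females had at most 611, 57.7, 35.7 and 13.8 of these. An older mouse was tested with a score of the genes that change with age in males, axotomy genes left out. The score of this library was -0.0568, above the other 3-month females (up to -0.637) and within the range of the 12-month females (-0.289 to 0.208). Of 49 named genes, 6 did not overlap between 12- and 3-month females, where chance gives 1.59% of genes (Htr1b, Tagln2, Ppp1r1c, Sox12, Skiv2l and Dync1h1). These 6 were picked with this library counted as 3 months old. Its place with the other 3-month females was thus fixed by the choice and cannot argue against an older mouse. A single library excludes neither, so that an older mouse and a 3-month-old mouse with injured axons cannot be told apart. What raised Hbb-bs, S100a8, Ngp and Jchain in this library was not tested. Without this library, 4 genes were DEGs between 18 and 3 months in females, against 2 with it.

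Apoe was high in 12-month male replicate 1 (ratio 0.884), 18-month male replicate 2 (0.883) and 24-month male replicate 1 (0.803). C1qa was high in 12-month male replicate 1 (0.935) and 24-month male replicate 1 (0.821). Over 31 libraries, C1qa went within groups with microglial genes outside the complement and TREM1 lists (Spearman's rho 0.910), and Apoe with astrocyte genes (rho 0.779). With the astrocyte score as a term, the log2 fold change of Apoe between 24 and 3 months in males was 1.35 (SE 0.41) against 2.79 without it, and with the microglial score as a further term it was 0.88 (SE 0.28). RNA of microglia and astrocytes in the libraries may therefore add to both genes. A larger share of non-neuronal RNA of every kind is argued against by the microglial score, which rose by 1.77 more than the oligodendrocyte score on the log2 scale between 3 and 24 months in males (exact permutation test, p = 0.0179, the smallest that 5 libraries against 3 allow, higher in 5 of 5). It also rose by 1.10 more than the astrocyte score. In females the microglial list rose by 2.78 at 12 months and by 1.01 at 18 months against 3 months, so that its rise was not larger at the older age. The 12-month rise leaned on replicate 2, with 1299 normalized counts of Cx3cr1 against 80.3 to 398 in the other 12-month females. Without it the 12-month mean fell from 1247 to 549 for C1qa and from 108 to 56.5 for Tyrobp. Both stayed above the 18-month female means of 272 and 37.3. The microglial scores of 12- and 18-month females differed by 1.21 (exact permutation test, two-sided, p = 0.222, adjusted p = 0.444, n = 5 and 5). An activation of microglia with age in males, and expression in motor neurons themselves, remain open.

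Each of the remaining genes, and the library total, stood apart in 1 group. Col1a1 was low in 12-month male replicate 2 (ratio 0.944), Htr1b low in 12-month male replicate 1 (0.892), Col5a1 low in 12-month female replicate 5 (0.765), and Ddx3y low in 12-month female replicate 1 (0.847), where females have few reads of it. The library total was low in 12-month female replicate 3 (0.853), the one 12-month female in the lower range of totals. Cdk2ap1 was low in 18-month male replicate 4 (0.781) and Vps18 high in 18-month male replicate 5 (0.747). Gfap was high in 18-month female replicate 5 (0.734) and Socs3 low in 18-month female replicate 4 (0.749). Mnx1 was high in 24-month male replicate 5 (0.719) and Ppp1r1c in 24-month male replicate 2 (0.723). No explanation was tested for these.

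The change of 4 collagens between 3 and 18 months differed between the sexes when adjusted over 35 named genes. This family includes the collagens, which the paper chose on these libraries, so that it is not independent evidence. Over all genes tested the interaction called 0 genes, and 226 had an unadjusted p under 0.05 in edgeR. The interaction in edgeR was 7.98 for Col1a1 (adjusted p = 0.0164), 6.88 for Col1a2 (adjusted p = 0.0164), 4.12 for Col2a1 (adjusted p = 0.0440) and 4.91 for Col5a2 (adjusted p = 0.0314), adjusted over 35 named genes. Male replicates 1 and 3 of 18 months carried it, and they are the 2 males of that age with totals in the lower range. For the collagens other than Col2a1, a rise of this size in every 18-month male is argued against by the libraries of the higher range, where the highest of their 5 log2 fold changes was 0.428 (Col11a1, against 2.79 over all libraries) and each lay below its value over all libraries by more than 2 standard errors. Col2a1 rose by 1.497 within the higher range (unadjusted p = 0.0261 in edgeR, adjusted p = 0.968), against 4.22 over all libraries, and all 5 18-month males lay above the 3-month males. A smaller rise of Col2a1 in every 18-month male and a rise in replicates 1 and 3 only cannot be told apart with 3 libraries of each age. A lower total alone is argued against by the 9 libraries of the lower range outside 18- and 24-month males, where the mean log2 count of the collagens was at most 5.57 (SD 0.65), against 9.13 and 9.29 in replicates 1 and 3, and Col1a1 had at most 144 normalized counts, against 4016 and 5599. Within groups, the lower range differed from the higher by 0.013 in 18-month females (3 and 2 libraries), and by 0.260 in 12-month males and -0.328 in 12-month females, each with 1 library in the lower range. In 24-month males it was higher by 2.25 (2 and 3 libraries). Those 2, replicates 2 and 4, also carried bone genes, with 37.0 and 14.4 normalized counts of Bglap against 0 in the other 3 and 44.7 and 81.6 of Acp5 against 5.38 to 12.6. Among old males, a lower total and bone genes cannot be told apart, since the same 4 libraries have both.

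RNA of bone may be a source of these collagens. Col1a1, Col1a2 and bone genes were high in the same libraries, with 7272 and 9529 normalized counts of Col1a2 in 18-month male replicates 1 and 3, 713 and 704 of the osteoclast gene Ctsk and 539 and 535 of the osteoblast gene Ibsp. The osteoblast gene Bglap had 151 and 217 and the osteoclast gene Acp5 598 and 669, and the other 18-month males had at most 0.856 and 2.97. Between 3 and 18 months in males, 11 of 12 tested osteoblast and osteocyte genes of the first list were higher (median log2 fold change 1.14), and the median of the second osteoblast list was 0.75 over 13 of its 18 genes, with 11 higher. The 7 osteoclast genes tested of 10 were all higher, with a median of 0.793. None of these genes is among the 6 collagens, and Mmp9 of the osteoclast list is also in that of motor neurons. Adjusted over 156 tests of all lists, the bone lists passed limma's camera with the preset correlation and not under fry or an estimated correlation, and in this family the collagens did not hold either (0.201 and 0.180). Unadjusted, fry and the estimated correlation gave p of 0.0296 and 0.0396 for the first osteoblast list, 0.0181 and 0.0163 for the second, 0.0693 and 0.0677 for the osteoclast list, and 0.0334 and 0.0243 for the collagens. How much fibroblasts of the meninges or roots add beside bone cannot be told apart here. Their list had a median of 0.579. In replicates 1 and 3 their gene Lum had 184 and 290 normalized counts against at most 49.5 in the other 18-month males, while Dcn had 664 and 650 against a high baseline of 318 to 439, which would hide a small share. The neutrophil gene Ngp had 495 and 479 in replicates 1 and 3, against at most 155 in the other 18-month males. Camp, another such gene, had 173 and 203, and 226 in replicate 4. Expression in motor neurons is argued against as the only source of the bone genes. It would have to raise osteoblast and osteoclast genes in the same 2 libraries. Whether motor neurons of some old males added to the collagens remains open. So does tissue carried over at dissection, and the sex difference itself was not tested within mice of known bone content.

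Edn3 on chromosome 2 and Srd5a2 on chromosome 17, which the paper does not discuss, differed between the sexes. For Edn3 the log2 difference of males from females was 1.48 at 3 months (edgeR's adjusted p = 0.0193), 1.26 at 12 months (adjusted p = 0.0147) and 0.88 at 18 months (adjusted p = 0.216). For Srd5a2 it was 2.80 at 3 months (edgeR's adjusted p = 0.121), 3.11 at 12 months (adjusted p = 0.00693) and 3.13 at 18 months (adjusted p = 0.00216). Every male lay above every female in Srd5a2 at the 3 ages and in Edn3 at 3 and 12 months. A difference in library total is argued against for Edn3 at 12 months, which differed by 1.22 within the higher range (SE 0.25), and for Srd5a2, whose lowest log2 difference within a range was 2.50 (SE 0.61, higher range at 18 months), against 3.78 in the lower range at 18 months and 2.94 in the higher range at 12 months. None of these passed edgeR's adjusted threshold with the fewer libraries of a range (adjusted p between 0.169 and 0.614 at 12 and in the lower range at 18 months, and 0.673 in the higher range). For Edn3 at 18 months the log2 difference was 1.06 in the lower range (SE 0.34, edgeR's adjusted p = 0.995). In the higher range it was 0.63 (SE 0.40, edgeR's adjusted p = 0.673). At 3 months, where sex and range coincide, sex and library total cannot be told apart. With the library total as a term Edn3 differed there by 1.38 (adjusted p = 0.307). A difference by sex remains open.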

How the results depend on the processing

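With DESeq2 size factors or robust empirical Bayes, no count of DEGs left 1.5 times its value and no result reversed. The values of the other alternatives follow where they changed a count by more than 1.5 times, the call of a list or a direction, and the calls of named genes come after them. Where no cause is given, the cause was not tested.

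With the DESeq2 Wald test, 3 genes were called for male 12 vs 3 months, 39 for male 18 vs 3 months, 155 for male 24 vs 3 months, 92 for male 18 vs 12 months and 153 for male 24 vs 12 months. It called 8 for female 12 vs 3 months, 95 for female 18 vs 3 months, 22 for male vs female at 12 months, 30 for male vs female at 18 months and 2 in the sex by age interaction, 18 vs 3 months. On simulated data this test also made more false calls, 12.7% against 4.32% for edgeR. The simulation drew independent genes with edgeR's own dispersions and without outlying libraries. It therefore cannot say how many calls of either test are false in the real data. With limma voom and sample quality weights, 319, 458 and 1601 genes were called in males against 3 months, 274 and 396 against 12 months, 2 and 1809 in females at 12 and 18 months, and 32 for male vs female at 3 months and 20 at 18 months. The share of higher genes, male 24 vs 3 months, was then 56.2%. The weights were between 0.157 (12-month male replicate 1) and 4.29 (3-month male replicate 3). Between 3 and 18 months in females, Col11a1, female 18 vs 3 months, (-0.15) and Col2a1, female 18 vs 3 months, (-0.023) reversed under these weights, both near 0.

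With no filter on low counts, 3 genes were called between 24 and 12 months, and with a mean count of at least 50, 0 were called there and 10 at 18 months in females, where fewer genes were tested. Stat3, male 12 vs 3 months, reversed under both, to 0.00594 and 0.00391, and under transcript length offsets to 0.058. With those offsets 2 genes were called between 24 and 12 months and 1 at 18 months in females. With the library total as a term, 1 gene was called at 18 months in females and 13 between the sexes at 18 months. Socs3, male 12 vs 3 months, reversed to -0.10, Col1a2, female 18 vs 3 months, to 0.36 and Col5a2, female 18 vs 3 months, to 0.091. Both of these added alternatives were chosen after the data were seen. With only the groups compared in the model, and so fewer libraries, 0 genes were called at 18 months in males, 1 between 18 and 12 months, 0 between 24 and 12 months, 0 at 18 months in females, and 6 and 5 between the sexes at 12 and 18 months.

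With the replicate number as a block, 3 genes were called at 18 months and 15 at 24 months in males, the regeneration list, male 12 vs 3 months, had an adjusted p of 0.0724 in limma's camera and the collagen list, female 18 vs 3 months, reversed (0.911). Libraries of the same number had a median correlation of residuals of 0.0312 over 84 pairs, against 0.00237 over 326 pairs of different numbers, so that the numbers do not pair the libraries.

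Of the list calls of limma's camera, adjusted over 12 list tests, fry did not hold the collagen list at 18 months in males (0.0501), the complement list in females (0.260), the TREM1 list in females (0.0587) or the regeneration list at 12 months (0.189). An estimated correlation did not hold the complement list at 24 months in males (0.0625), the complement list in females (0.244), the TREM1 list in females (0.0625) or the regeneration list at 12 months (0.178). The other list calls held under both. Adjusted over 156 tests of all lists, the only ones of these list calls that still held under both were TREM1 and regeneration at 24 months in males. Other lists of genes that the paper chose on these libraries held there too. The 7 shared genes at 24 months in males had an adjusted p of 0.0138 in camera with an estimated correlation and 0.00699 in fry.

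With each library left out in turn, the DEGs in males ranged from 0 to 1 at 12 months, 0 to 7 at 18 months (0 without 3-month male replicate 3) and 5 to 31 at 24 months (5 without 3-month male replicate 3), with a share of higher genes, male 24 vs 3 months, from 60.0% (without 3-month male replicate 1) to 86.7%. They ranged from 0 to 12 between 18 and 12 months (12 without 18-month male replicate 5) and from 1 to 6 between 24 and 12 months. In females they ranged from 0 to 13 at 18 months (13 without 18-month female replicate 1), and between the sexes from 6 to 12 at 12 months and 6 to 20 at 18 months (20 without 18-month male replicate 2). There were between 5 and 6 DEGs between the sexes at 3 months in these fits, and 0 in females at 12 months and in the interaction. The adjusted p of limma's camera ranged from 0.000238 to 0.0861 for the complement list, female 18 vs 3 months, (0.0861 without 18-month female replicate 2), from 0.0120 to 0.194 for the regeneration list, male 12 vs 3 months, (0.194 without 12-month male replicate 2), and from 0.217 to 0.970 for the collagen list, female 18 vs 3 months, which reversed without 3-month female replicate 1. The log2 fold change of Socs3, male 12 vs 3 months, ranged from -0.28 to 0.41 and that of Stat3, male 12 vs 3 months, from -0.11 to 0.062. That of Col11a1, female 18 vs 3 months, ranged from -0.38 to 0.48 and that of Col2a1, female 18 vs 3 months, from -0.14 to 0.28.

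Calls of named genes changed too. Pcdhb10 and Adamtsl5 (18 against 3 months in males) and Ppp1r1c (24 against 3 months in males) were lost with no filter on low counts, with the replicate number as a block and with only the groups compared in the model. The block also lost Atf3, Cdkn2a and Cyp1b1 (24 against 3 months in males) and Col1a1 (between the sexes at 18 months). Only the groups compared lost 14 calls. Beside Pcdhb10, Adamtsl5, Ppp1r1c, Cyp1b1 and Col1a1 these were Sfrp1, Tagln2 and Pcdhb3 (18 against 3 months in males), Htr1b and Dync1h1 (18 against 3 months in females), Edn3 at 3 and 12 months and Srd5a2 at 12 and 18 months. The library total as a term lost Atf3, Dync1h1 and Edn3 at 3 months, transcript length offsets lost Ppp1r1c and Dync1h1, and limma voom with sample quality weights lost Col1a1, Srd5a2 at 12 and 18 months and Xist at 12 months. The DESeq2 Wald test lost 0 and added 31 calls of named genes, and limma voom with sample quality weights added 27. A mean count of at least 50 added 8, only the groups compared and transcript length offsets 3 each, DESeq2 size factors 2, and no filter, the block and robust empirical Bayes 1 each. In the fits that each left out one library, 16 calls were lost at least once.

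Depth limits the Y-linked genes in females and Xist in males of 12 months, where libraries had a few counts or none. Lower bounds are given for Kdm5d, Uty and Xist and for Eif2s3y at 3 months, while the fold change of Ddx3y rests on 2 to 12 reads per female library.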

Differences from the paper's values

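The paper's text gives 142 DEGs between 24 and 3 months in males, against 34 here, and states that 133 of them are higher, against 27 here. The paper's Supplemental Table 1 has 142 DEGs for this comparison, 112 of them higher. It also has 4 DEGs at 12 months against 0 here, 36 at 18 months against 6 here, and 65 between 18 and 12 months against 0 here. Among the alternatives set before the data were examined, only the DESeq2 Wald test came within 1.5 times of each of these, with 155 genes for 142, 117 higher for 133 and 112, 3 for 4, 39 for 36 and 92 for 65. The other alternatives did not. The paper's methods name the Wald test of DESeq2.

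In Fig. 8F, read by eye, the male bars are at about -0.55 for Tagln2, about -1.5 for Htr1b and about 1.3 for Pcdhb3. The log2 fold changes between 18 and 3 months in males here were -2.23, -0.91 and 1.04, and none of the alternatives set before the data were examined closed these gaps. The values between 24 and 3 months in males here were -0.55 for Tagln2, -1.51 for Htr1b and 1.31 for Pcdhb3.

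Beside 44 log2 fold changes of Supplemental Table 1, matched by gene name, 0 of the values here had another sign or lay further away than the standard error of the fit, and the largest absolute difference was 0.0771. The copy used holds 815 of the 822 rows of that table, and in 0 of them does the Ensembl identifier belong to the gene name beside it, so that genes were matched by name.

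The paper lists as DEGs genes that the test used here did not call. The DESeq2 Wald test called all of them. At 18 months in males, Col1a1, Col1a2, Col2a1 and Col5a2 were called by it alone. Htr1b was also called by limma voom with sample quality weights and with transcript length offsets, an alternative chosen after the values were seen. Vps18 and Skiv2l were also called by limma voom with sample quality weights, and Cdk2ap1 by it, with a mean count of at least 50 and in 1 fit without a library. Stat6 was called by it, with DESeq2 size factors, with a mean count of at least 50, in 2 fits without a library and with transcript length offsets, chosen after the values were seen. At 24 months, C1qa and Tyrobp were called by the DESeq2 Wald test alone. Npy, Cd63 and Apoe were also called by limma voom with sample quality weights, and Sprr1a, Serpinb1a and Vim by it and with only the groups compared in the model. Sfrp1 was called by it and with transcript length offsets, chosen after the values were seen.

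The paper states that DEGs between the sexes increase in number at older ages. Here there were 6, 10 and 8 at 3, 12 and 18 months, and the DESeq2 Wald test gave 8, 22 and 30. The paper states that Y-linked genes are found in males exclusively. Female libraries here had between 2 and 12 reads of Ddx3y. The paper states that collagens are upregulated in aged males. Here no collagen of Fig. 8E was a DEG at 18 against 3 months over all genes tested, and Col1a1 was one between the sexes at 18 months.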

Other observations

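The tests of the first principal component, of shared controls, of Jchain and of Xist with bone genes were chosen only after the result was seen.

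Other splits of the same libraries were compared with the real groups. In males, 1 of 56 splits gave as many genes as 24 against 3 months (2 of 56 for limma voom with sample quality weights), 7 of 56 as many as 18 against 3 months and 35 of 35 as many as 12 against 3 months. The counts were 100 of 100 splits for 18 against 12 months and 5 of 100 for 24 against 12 months. In females they were 100 of 100 at 12 months and 9 of 100 at 18 months. Between the sexes they were 1 of 35 at 3 months, 3 of 100 at 12 months and 10 of 100 at 18 months, and for the interaction 100 of 100. The split closest to the range of library totals gave 37 genes for 18 against 3 months in males (1 DEG within the higher range) and 2340 for 18 against 3 months in females (0 DEGs within the lower range, 1114 genes with an unadjusted p under 0.05). At 3 months the split by sex is the split by range, so that the 1 of 35 holds for both. For 24 against 3 months in males the split closest to the range gave 0 genes with edgeR, and 638 with limma voom.

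The DEGs of 24 against 3 months in males were followed in females. All 34 changed in the same direction in females at 18 months, 25 of them with an unadjusted p under 0.05, and 65.4% of all genes tested had the same direction in both. A score of 33 of these genes, axotomy genes left out, was higher in 18- than in 3-month females by 0.927 (exact permutation test, p = 0.00794, adjusted p = 0.0238, 5 of 5 above all 4). It is consistent with the same change with age in females, and 12 against 3 months differed by 0.549 (exact permutation test, p = 0.0317). Across genes, which are not independent replicates, the changes of 18 against 3 months had a Spearman correlation of 0.414 between the sexes. With ages shuffled within each sex, 11 of 100 shuffles, the real one included, were as high, with values from -0.663 to 0.643, so that chance may give such a correlation. Among genes with a mean count of at least 50 the correlation was 0.534, and 13 of 100 shuffles were as high.

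Shared controls, together with the dependence between genes, may account for the correlations between the changes of different ages in males. With ages shuffled over the same libraries, 38 of 100 shuffles, the real one included, gave a correlation as high as that of 18 and 24 months, and 68 of 100 as high as that of 12 and 24 months. Simulations of unchanged, independent genes gave 0.560 to 0.591 for 18 and 24 months (observed 0.697), 0.536 to 0.557 for 12 and 24 months (observed 0.454) and -0.0121 to 0.0207 between the sexes (observed 0.411). Their spread is far narrower than that of the shuffles, so that they exclude nothing here.

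The first principal component held 28.1% of the variance. Age is argued against as its cause (exact permutation test of 24 against 3 months in males, p = 0.714). Its loadings went with transcript length across genes (Spearman's rho -0.323) and hardly with GC content (-0.061), so that a difference in RNA length between libraries may underlie it. As the cause of the DEGs of 24 against 3 months, transcript length is argued against, because 31 of the 34 were called with transcript length offsets too.

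Xist had up to 60 normalized counts in 18-month male replicate 1 and 59 in replicate 3, and the highest male library reached 41.7% of the female median of 144. Y-linked counts did not fall with Xist over 17 male libraries (Spearman's rho 0.195, Pearson's r 0.072, permutation p = 0.448, adjusted p = 0.560, r 0.039 without 2 libraries) and varied by 13.3%. Female tissue that replaced male RNA to a share near 41.7% is thus argued against. A small share cannot be excluded, because it would lie within the spread of Y-linked counts and few male libraries held much Xist. Female bone as a source of Xist cannot be told apart from other sources. Over the 12 male libraries outside 18 months, Xist and bone genes had a Spearman's rho of 0.0806 and a Pearson's r of 0.614 (permutation p = 0.796), and r was -0.434 without 2 libraries, so that the relation rests on those.

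In 18-month female replicate 2, Jchain had 690 normalized counts, and the next highest library of its group had 60.9. Plasma cells or blood in this library are a candidate source. Between 18-month males and females the plasma cell list had a median log2 difference of -3.86. Without replicate 2, the mean of 18-month females fell from 646 to 30.9 for Igha and from 710 to 158 for Igkc. The list median was not recomputed without this library, so that no sex difference can be drawn from it.

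Within groups, genes of the response to axotomy did not go with those of cholinergic motor neurons (Spearman's rho -0.340, Pearson's r -0.318, permutation p = 0.101, adjusted p = 0.168 over 5 relations, r -0.146 without 2 libraries). The axotomy list had a median log2 fold change of 0.44 at 24 months in males (17 of 19 higher) and 0.13 at 18 months, and 3 of its genes are also in Fig. 7H. In females its median was -0.065 at 18 months (8 higher, 11 lower) and -0.058 at 12 months (7 higher, 12 lower). The list of Fig. 7H had 0.08 and -0.86 in females at these ages. The 3-month females include replicate 4, which was high in Atf3, Sprr1a and Npy.

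The median log2 fold changes of the other lists at 18 and 24 months against 3 months in males, and at 18 months in females, were as follows. Microglia had 1.91, 2.39 and 1.01, astrocytes 0.52, 0.97 and -0.35, and oligodendrocytes 0.10, 0.22 and -0.78. Schwann cells had -0.10, 0.01 and -1.47, endothelium 0.55, 0.85 and 0.34, and dorsal root ganglion neurons 0.03, 0.03 and 0.28. Chondrocytes had 0.35, 0.13 and -0.12, neutrophils 4.03, 3.23 and 1.58, and erythroid cells 1.68, 1.84 and 1.51. Plasma cells had 2.12 and 2.96 in males with 3 genes at their lower bound and 2.62 in females, which was not recomputed without 18-month female replicate 2. Skeletal muscle had -0.27 at 18 months in males and -0.36 in females with 2 genes at their lower bound, and all 11 of its genes were higher at 24 months in males. Cholinergic motor neuron genes had -0.03, -0.07 and 0.10. None of the lists in this paragraph had an adjusted p under 0.05 under fry or an estimated correlation in limma, over 156 tests of all lists. At 12 against 3 months the median of the microglial list was 0.82 in males and 2.78 in females, with 15 of 15 genes higher in both, and in females all 15 passed adjusted over the list alone. Astrocytes had 0.46 and -0.03 at that age, and oligodendrocytes 0.28 and -0.17.

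The single 24-month female library, a group the paper does not list, had a score of 0.677 on the genes that change with age in males, and 24-month males had 0.567 to 1.13. It had 659 normalized counts of Npy, 510 of Sprr1a, 370 of Atf3, 445 of Pcdhb3, 57.5 of Htr1b and 153 of Tagln2. No test can be made with 1 library.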
